# *MYT1L* haploinsufficiency in human neurons and mice causes autism-associated phenotypes that can be reversed by genetic and pharmacologic intervention

**DOI:** 10.1038/s41380-023-01959-7

**Published:** 2023-02-14

**Authors:** Bettina Weigel, Jana F. Tegethoff, Sarah D. Grieder, Bryce Lim, Bhuvaneswari Nagarajan, Yu-Chao Liu, Jule Truberg, Dimitris Papageorgiou, Juan M. Adrian-Segarra, Laura K. Schmidt, Janina Kaspar, Eric Poisel, Elisa Heinzelmann, Manu Saraswat, Marleen Christ, Christian Arnold, Ignacio L. Ibarra, Joaquin Campos, Jeroen Krijgsveld, Hannah Monyer, Judith B. Zaugg, Claudio Acuna, Moritz Mall

**Keywords:** Neuroscience, Stem cells, Autism spectrum disorders

## Abstract

MYT1L is an autism spectrum disorder (ASD)-associated transcription factor that is expressed in virtually all neurons throughout life. How *MYT1L* mutations cause neurological phenotypes and whether they can be targeted remains enigmatic. Here, we examine the effects of MYT1L deficiency in human neurons and mice. Mutant mice exhibit neurodevelopmental delays with thinner cortices, behavioural phenotypes, and gene expression changes that resemble those of ASD patients. MYT1L target genes, including *WNT* and *NOTCH*, are activated upon MYT1L depletion and their chemical inhibition can rescue delayed neurogenesis in vitro. MYT1L deficiency also causes upregulation of the main cardiac sodium channel, *SCN5A*, and neuronal hyperactivity, which could be restored by shRNA-mediated knockdown of *SCN5A* or *MYT1L* overexpression in postmitotic neurons. Acute application of the sodium channel blocker, lamotrigine, also rescued electrophysiological defects in vitro and behaviour phenotypes in vivo. Hence, *MYT1L* mutation causes both developmental and postmitotic neurological defects. However, acute intervention can normalise resulting electrophysiological and behavioural phenotypes in adulthood.

## Introduction

Autism spectrum disorder (ASD) is a common neurodevelopmental disorder (NDD) characterised by behavioural changes, including altered social patterns [1]. ASD is often associated with coexisting conditions, including epilepsy, intellectual disability, and hyperactivity. Gene mutations affecting neuronal communication confer increased risk for ASD and offer possible therapeutic targets [2]. However, the genetic heterogeneity of ASD is enormous, and multiple transcriptional regulators have recently been associated with this group of disorders. Indeed, mouse models show that mutations of chromatin remodelers, such as *Chd8* and BAF complex members like *Smarcc2*, can induce behavioural phenotypes [3–6], suggesting a potential causal role in ASD. Yet, their contribution to disease and their clinical relevance often remains elusive [7], which limits the development of targeted treatments for gene regulator-associated mental disorders at the time of diagnosis [8, 9].

Of the 91 chromatin or gene regulators most strongly associated with ASD (category 1; [10]), MYT1L is specifically and continuously expressed in virtually all neurons throughout life [10–12]. MYT1L is a conserved zinc finger transcription factor and mutations have been reported in patients diagnosed with intellectual disability, schizophrenia, epilepsy, and ASD [13–18], suggesting that MYT1L-mediated gene regulation may be important in preventing NDDs including ASD. Indeed, 98% (50 out of 51) of currently reported cases with heterozygous *MYT1L* deletion or loss-of-function mutations were diagnosed with ASD and/or intellectual disability [19]. Besides behavioural features, several patients with *MYT1L* mutations also display developmental delays, obesity, seizures, and brain malformations [19]. MYT1L was one of the three original factors able to directly reprogram fibroblasts into functional neurons upon overexpression [20]. MYT1L is a transcriptional repressor that can enhance neuronal identity in vitro by actively repressing several developmental pathways, including WNT and NOTCH. This is achieved in part through recruitment of epigenetic silencers such as SIN3/HDAC [21–23]. Unexpectedly, reprogramming experiments have also revealed that MYT1L binds and represses several non-neuronal gene programs, such as muscle and fibroblast genes, suggesting a role as pan-neuronal safeguard that silences other lineage-specific genes [21, 24, 25]. Indeed, recent studies described that *Myt1l* haploinsufficiency, caused by frameshift mutation of *Myt1l* exon 15 or deletion of exon 9, induced altered brain development and behaviour phenotypes in mice [26, 27]. However, a number of important questions remain unanswered. For example, it is unclear whether distinct *MYT1L* mutations cause overlapping phenotypes, as suggested based on patient reports. Further, no studies present the effects of MYT1L depletion in human neurons. Finally, the molecular mechanisms causing the neurological phenotypes, and whether they are amenable to intervention, are unknown.

Here, we used genetically-engineered mice and human induced neurons to investigate the role of MYT1L during development and as a new preclinical platform to study MYT1L-associated NDDs. Using these translational models, we show that MYT1L deficiency is sufficient to induce autism-associated phenotypes, ranging from deregulation of gene expression and delayed neurogenesis to cortical thinning and altered behaviour. MYT1L target genes, including WNT and NOTCH regulators, were activated early upon MYT1L depletion in human neurons and chemical pathway inhibition could rescue associated differentiation defects. We found that MYT1L loss also caused upregulation of non-neuronal genes, including the cardiac sodium channel SCN5A, and triggered an unexpected neuronal network hyperactivity that can be rescued by *MYT1L* overexpression or *SCN5A* knockdown. Furthermore, acute application of the approved drug lamotrigine rescued the electrophysiological phenotypes in postmitotic mouse and human neurons, as well as behaviour phenotypes in adult mice, providing a potential therapeutic avenue for patients with MYT1L syndrome.

## Materials and methods

### Statistical analysis

No statistical methods were used to predetermine sample size. All values including replicates and statistical analysis are available in the Supplementary Tables S2–8, 13. Cells for in vitro analysis were randomly selected and mice were randomly allocated to treatment groups. The investigators were blinded for patch clamp recordings, other experiments were not randomised.

### Experimental design

To model MYT1L loss we generated a germline mutation in mice harbouring a 7 bp frameshift in *Myt1l* exon 6. In addition, we engineered a conditional heterozygous *MYT1L* allele in human ESCs, allowing cre-mediated removal of exon 7 in human neurons. We observed the expected reduction of full-length MYT1L protein in human and mouse neurons. In mutant mice we found a truncated MYT1L protein isoform that lacked nuclear localisation and function, confirming the validity of our loss-of-function models.

### MYT1L immunoprecipitation and mass spectrometry

One hemisphere of P0 mice was flash-frozen in liquid nitrogen and used for each MYT1L immunoprecipitation as described previously [21]. Bound proteins were enzymatically digested and peptides were analysed by mass spectrometric analysis (Fusion Orbitrap; Thermo Fisher Scientific).

### Primary tissue dissection and cell culture

Mouse glial cells were isolated from forebrains of wild-type CD1 (Jackson Laboratories) at P0 as described here [21]. For primary neuronal cultures, the hippocampus or the cortex of P0 *Myt1l*-mutant or control mouse pups were isolated as published previously [28]. For overexpression or knockdown, the cells were transduced with lentivirus encoding indicated constructs on day in vitro 3 (DIV3).

### Generation of human neurons

Human neuron generation has been described previously [29]. WNT and NOTCH inhibition was performed by supplementing the media from day 1 to day 4 with either 10 µM N-[N-(3,5-difluorophenacetyl)-l-alanyl]-S-phenylglycine t-butyl ester (DAPT; Sigma), 15 µM Tetrahydro-2-[4-(trifluoromethyl)phenyl]-4H-thiopyrano[4,3-d]pyrimidin (XAV939; Santa Cruz), or both. For functional maturation, neuronal cells were seeded on Matrigel-coated coverslips or PEI-laminin-coated MEA plates (Axion) together with primary mouse glia with media changes every 2 days for one week. Following media changes were performed every 3–4 days for the duration of the experiment.

### EdU labelling and immunostaining of mouse brain sections

Timed-pregnant females were intraperitoneally injected at E14.5 with EdU (30 mg/ kg body weight) (Life Technologies). After 20 h embryonic brains were harvested. Q-fraction analysis followed previously established practices [6]. The number of TBR2+ and SOX2+ cells was determined in midcortical 265 µm-wide segments using an in-house developed Fiji macro. All quantifications were carried out at equivalent anteroposterior positions between genotypes.

### Morphology analysis

For analysis of cortical thickness, P0 brain sections were aligned across genotypes using subcortical anatomical landmarks for orientation, and thickness was measured at a 45° angle from the dorsal midline. Morphology analysis of cultured neurons was performed with Fiji using SNT plugin [30, 31]. Nuclear FLAG-MYT1L localisation was performed in primary mouse neurons at DIV 11 upon overexpression of indicated constructs at DIV 3.

### Behaviour experiments

The mice were housed in a temperature-controlled vivarium maintained on a 12-h light–dark cycle and tests were conducted during the light cycle. Procedures were performed at the Interdisciplinary Neurobehavioral Core of Heidelberg University and approved by the Regierungspräsidium in Karlsruhe (G-287/20, G-105/16).

### Transcriptome analysis using RNA-sequencing

RNA-sequencing libraries were prepared following the dUTP protocol [32] and reads were mapped to hg38 or mm10 using STAR [33] and differential expression was determined using DESeq2 [34] (R package version 1.28.1) with size factor normalisation and Wald significance tests. For single-cell RNA-Seq experiments, prefrontal cortices from P0 mice were extracted, dissociated into single cells and barcoded following the ECCITE-Seq [35] scheme following a previously published protocol [36]. The Chromium Single Cell 5’ v1 reagent kit was employed for library preparation. Libraries were sequenced using a NovaSeq 6000 (Illumina). Data was analysed with 10x Genomics Cell Ranger (version 4.0.0) [37], Seurat (version 4.0) [38], and Scanpy (version 1.6.0) [39]. Subpopulations of each cell type most affected by *Myt1l* mutation were identified using MELD (version 1.0) [40] with parameters Beta = 31 and KNN = 5. Significant changes in cell type ratios were identified using a bootstrapping method [41] based on normalised cell numbers (FDR < 0.01 and abs(Log2FC) > 1). Differential expression was performed on these sub-populations using MAST (version 1.16.0) [42] within Seurat’s FindMarkers function (logfc.threshold = 0, min.pct = 0.05, all other parameters default). Sequencing reads are available on NCBI GEO GSE171327.

### Chromatin binding using CUT&RUN

The prefrontal cortex of E18.5, P0 and 3-months-old mice was prepped and single cells were prepared following the protocol for primary culture preparation. 300,000 cells per animal were used for CUT&RUN using published protocols [43]. Libraries were prepared with the NEBNext DNA Library Prep Kit and sequenced on NextSeq 2000 (Illumina). Data was analysed using the nf-core/cutandrun pipeline v1.0 (10.5281/zenodo.5653535). Homer findMotifsGenome.pl was run on the peak files with the parameters -size −75,75 -mask -mknown and the MYT1L motif AAAGTTW (http://homer.ucsd.edu/homer/).

### Brain slice preparation and electrophysiology

4–6 weeks-old-mice were used to generate and transverse hippocampal slices which were patched as described previously [44]. For spontaneous EPSCs measurements, pyramidal cells were voltage-clamped at −70 mV with a K^+^-based internal solution containing the following (in mM): 130 K-gluconate, 10 Na-gluconate, 10 HEPES, 10 phosphocreatine, 4 NaCl, 4 MgATP, 0.3 GTP and 0.5% biocytin. For spontaneous IPSCs measurements, putative pyramidal cells were voltage-clamped at 0 mV with a Cs^+^-based internal solution containing the following (in mM): 126 Cs-gluconate, 4 Cs-Cl, 10 HEPES, 10 phosphocreatine, 4 MgATP, 0.3 GTP and 2.5 QX-314 in the presence of CNQX (10 μM) and D-APV (50 μM). Recordings of excitatory synaptic currents in primary hippocampal cultures at DIV11 were performed as described here [21] in the presence or absence of 0.5 µM tetrodotoxin (TTX).

### Multi-electrode array (MEA) and drug treatment

MEA measurements were performed using the Maestro Pro multiwell device with the Axis Navigator software and 48-well plates (all from Axion Biosystems). For acute treatments, 10 µM lamotrigine (Targetmol) was added per well and the plate was measured before and 2 h after the treatment. Data was analysed using meaRtools [45].

## RESULTS

### MYT1L represses non-neuronal gene expression and is essential for survival in mice

To address whether MYT1L mutations can cause complex neurodevelopmental defects, we generated a mouse model with a 7 bp deletion in exon 6 of *Myt1l* (Supplementary Fig. S1A–F). This frameshift mutation induces a premature STOP codon at amino acid (aa) 78, similar to a patient with a nonsense mutation at aa 75 in human MYT1L [15]. Resulting offspring exhibited expected reduction in full-length MYT1L protein compared to (+/+) controls (Fig. 1A and Supplementary Fig. S1G, H). However, we detected a truncated MYT1L isoform, most likely expressed from an internal methionine at aa 99 (Supplementary Fig. S1G, I) (Supplementary Table S1). This isoform failed to translocate to the nucleus due to lack of the nuclear localisation signal and therefore is expected to be non-functional (Supplementary Fig. S1J, K). *Myt1l* (+/−) mice are viable and fertile, but homozygous *Myt1l* (−/−) deletion resulted in postnatal lethality (Fig. 1B). This shows that MYT1L is essential for survival and validated our loss-of-function model.

**Fig. 1:**
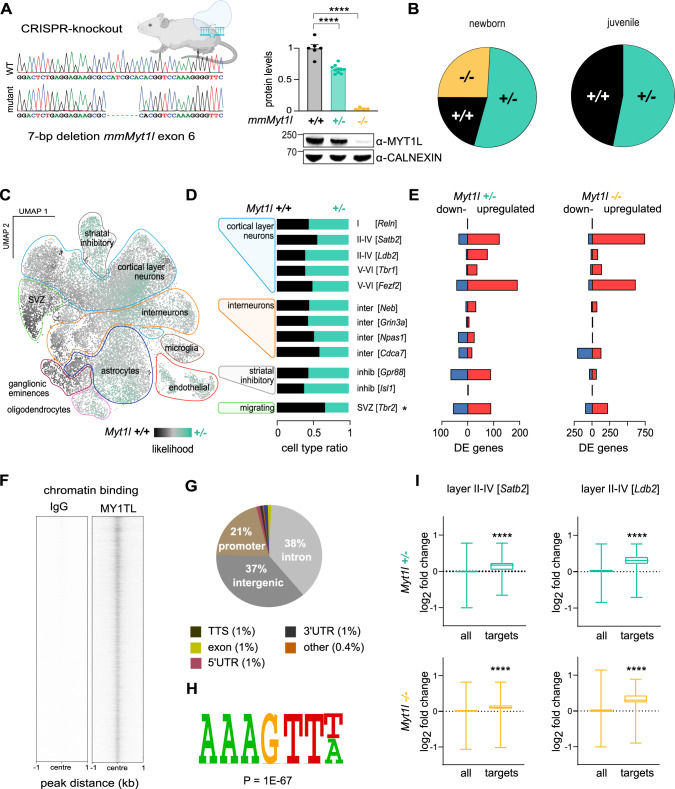
MYT1L is crucial for survival and repression of genes in mice. **A** MYT1L full-length protein levels in brain lysates from mice harbouring a CRISPR-induced 7 bp frameshift germline mutation in exon 6 (first protein coding exon) of *Myt1l* after birth normalised to control. Representative Western blot images using indicated antibodies are shown; *n* ≥ 6. **B** Survival pie chart from (+/−) x (+/−) offspring at birth (8 litters P0; *n* = 12 (+/+, black), 31 (+/−, teal), 15 (−/−, yellow)) and after weaning (7 litters P21; *n* = 15 (+/+), 17 (+/−), 0 (−/−)) indicated that homozygous *Myt1l* mutants die after birth. **C** Single cell RNA-Seq of the prefrontal cortex at birth and likelihood of observing MYT1L-deficient (*+/−*) and control (+/+) cell enrichment in populations of specific cell types using MELD. **D** Ratio of MYT1L-deficient (+/−) and control (+/+) cells in indicated cell types annotated based on reference data from [77]. * FDR < 0.01 & abs(Log2FC) > 1. **E** Number of genes deregulated upon *Myt1l* (+/−) and (−/−) mutation across indicated cell types and MELD clusters. Shown are genes that are down- (blue) or upregulated (red) upon MYT1L deficiency with absolute log2 fold change > 0.1 and *p*-adj < 0.05. **F** Genome-wide occupancy profiles of endogenous MYT1L in the prefrontal cortex of wildtype mice determined by CUT&RUN at P0 (*n* = 3). **G** Pie charts indicate the distribution of detected MYT1L-bound sites at annotated genomic regions. **H** The MYT1L DNA-binding motif (AAAGTT) is significantly enriched at bound sites. **I** Box plots of gene expression changes across the genome (all) and at MYT1L target genes (CUT&RUN peak ± 5 kb from transcription start site) for indicated single cell populations upon *Myt1l* deletion compared to control. For scRNA-Seq *n* = 2 for *Myt1l* (−/−; 10503 cells), (+/−; 13688 cells) and (+/+; 12072 cells), respectively. Bar graph shows mean values, data points from individual animals are displayed, error bars = SEM, unpaired *t*-test in panel A, Mann–Whitney test in panel I, ****p < 0.0001.

To investigate changes in cell composition and gene expression, we performed single cell RNA sequencing (scRNA-Seq) of the prefrontal cortex at birth (Fig. 1C–E and Supplementary Fig. S2) (Supplementary Table S2). We did not observe loss or emergence of new cell clusters, but we identified *Myt1l* mutant-specific subpopulations by calculating the likelihood of each cell to be in a neighbourhood enriched in either control or mutant cells using MELD [40] (Fig. 1C and Supplementary Fig. S2C, D). Only minor changes in cell type ratios occurred between mutant and control mice (Fig. 1D and Supplementary Fig. S2E), but we found fewer *Tbr2*- and *Sema3c*-cell populations, which mark newly-formed migrating neurons in the subventricular zone (SVZ). Additionally, *Cdca7*+ interneurons were reduced in (−/−) mice, whereas cortical layer I neurons (*Reln*+ ) were increased. Analysis of the differentially expressed genes showed that MYT1L depletion resulted in global gene upregulation that was more pronounced in homozygous mutants (Fig. 1E). We observed increased expression of many non-neuronal gene programs upon MYT1L depletion, even in cortical layer neurons (Supplementary Fig. S2F). To identify MYT1L target genes, we performed CUT&RUN [43] in wildtype mice at embryonic (E) day E18.5, postnatal (P) day 0 (P0) and 3-months (adult) (Fig. 1F, G and Supplementary Fig. S2G, H) (Supplementary Table S3). We found a large overlap of bound sites and enrichment of the MYT1L DNA-binding motif (AAAGTT) at different developmental stages (Fig 1H and Supplementary Fig. S2I, J). Intersecting MYT1L target genes with deregulated genes at P0 revealed significant upregulation within different neuronal populations, such as *Satb2* or *Fezf2* cortical cell populations (Fig. 1I and Supplementary Fig. S2K). This underscores the role of MYT1L as a transcriptional repressor and suggests that, despite induction of neuronal identity, *Myt1l*-mutant cells failed to silence inappropriate gene expression programs causing a confused transcriptional identity in neurons in vivo.

### Impaired neurogenesis in *Myt1l*-mutant mice

MYT1L can enhance neuronal identity in vitro by repressing negative regulators of neurogenesis [21], such as *Notch* and *Wnt*, which upon dysregulation could affect neuronal differentiation dynamics and brain structure. Therefore, we performed an EdU pulse-chase alongside co-staining for the proliferation marker, Ki67, to determine the quit (Q) fraction of cortical cells exiting the cell cycle over a 20 h period. Indeed, Ki67−EdU+ cells were significantly decreased, corresponding to a decrease in Q fraction of ~37% in *Myt1l* (-/-) embryos at E15.5 (Fig. 2A). SOX2+ neural stem cells and TBR2+ neural progenitors were unchanged at E15.5 (Supplementary Fig. 3A). At birth, SOX2+ stem cells were increased in *Myt1l* (+/−) and (−/−) mice (Fig. 2B), while TBR2+ progenitors did not change. This mimics overexpression of the NOTCH effector *Hes1* that increases the stem cell pool after birth and results in a thinner cortex [46]. Hence, we studied the brain anatomy of *Myt1l*-mutant mice and found that overall brain size was unchanged at birth while brain weight was lower, resulting in an increased length to weight ratio (Fig. 2C and Supplementary Fig. S3B, C). Furthermore, the cortices were ~10% (*+/*−) or ~15% (−/−) thinner than controls, respectively (Fig. 2C and Supplementary Fig. S3C). These results suggest that failure to repress anti-neurogenic programs impaired neurogenesis, which might in turn cause structural brain abnormalities and might explain brain malformations found in some patients [19].

**Fig. 2:**
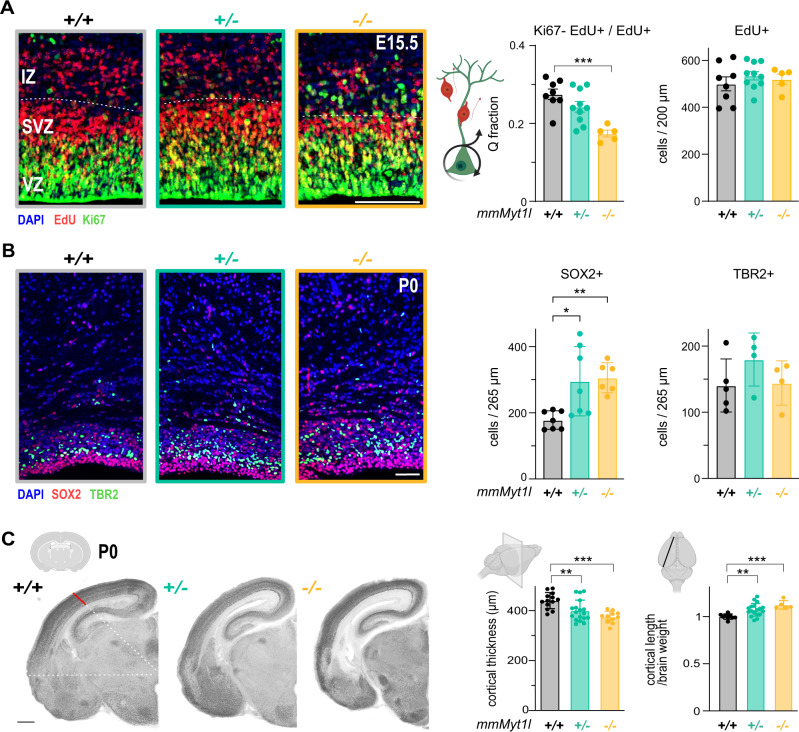
*Myt1l*-deficiency leads to impaired neurogenesis in mice. **A** Representative images and quantifications of EdU+ cells after a 20 h pulse at E14.5 and Q fraction (ratio of EdU+Ki67− over all EdU+ cells) in the cortical ventricular zone (VZ) and subventricular zone (SVZ) of *Myt1l* (+/+, black), (+/−, teal) and (−/−, yellow) E15.5 mice. IZ intermediate zone, *n* ≥ 5, scale bar 100 µm. **B** Quantification of SOX2+ or TBR2+ cells in the cortex of *Myt1l* (+/−) and (−/−) mice compared to (+/+) control at P0 across the same area of the entire cortex. Representative images of a ventricular and subventricular zone magnification stained with indicated antibodies are shown. *n* ≥ 4, scale bar 50 µm. **C** Structure of *Myt1l* (+/+), (+/−), and (+/−) brains at P0. Representative sections stained with NeuN and quantification of absolute cortical thickness and cortex length normalised by brain weight are shown. *n* ≥ 5 for cortical length; sections of *n* = 3 for cortical thickness, scale bar 500 µm. Bar graphs show mean values, data points from individual biological replicates are displayed, error bars = SEM, One-way ANOVA *p < 0.05,**p < 0.01, ***p < 0.001.

### Gene expression changes in mutant mice resemble those of ASD patients

Next, we examined the effects of MYT1L deficiency at the molecular level across brain development using bulk RNA-Seq of mouse cortices at E18.5 (coinciding with peak *Myt1l* expression in the mouse brain (Supplementary Fig. S1A [11])), P0 (birth), P22 (juvenile), and 3-months (adult). We found several hundred genes differentially expressed, with distinct clusters of deregulated genes early (E18.5 and P0) and late (P22 and adult) in development (Fig. 3A and Supplementary Fig. S4A) (Supplementary Table S4). Many of the deregulated genes did not overlap with previously-annotated MYT1L targets [21] or the MYT1L CUT&RUN targets (Fig. 1F and Supplementary Fig. S2G), implying that many changes in bulk samples are indirect. In heterozygous brain samples, MYT1L target genes were both up and downregulated, nevertheless ~60% of direct MYT1L target genes were upregulated upon homozygous *Myt1l* mutation (Supplementary Fig. S4B). This is in line with the upregulation of MYT1L target genes in (+/−) and (−/−) cortical neurons based on single cell analysis (Fig. 1E), suggesting that MYT1L predominantly acts as a repressor during neuronal development. In accordance with the decreased Q fraction at E15.5, gene expression at E18.5 revealed downregulation of neurogenesis-associated GO terms and upregulation of cell division (Fig. 3B). Furthermore, we observed upregulation of early-foetal gene expression signatures and concomitant decrease of late-foetal signatures at E18.5 [47] (Fig. 3C and Supplementary Fig. S4D). This suggests that MYT1L deficiency, as observed in other mouse models of ASD [5], causes delays in brain development. We observed continued downregulation of neuronal GO terms and an increase in signalling and non-neuronal terms upon *Myt1l* mutation in adult mice (Fig. 3B and Supplementary Fig. S4C). Gene set enrichment analysis (GSEA) highlighted several non-neuronal cell fate signatures among the upregulated genes, and indicated an overall enrichment of genes implicated in epilepsy, schizophrenia, and ASD among the deregulated genes in *Myt1l*-mutant brains [48, 49] (Supplementary Fig. S4D, E). Interestingly, mice harbouring our *Myt1l* exon 6 mutation displayed gene up- and downregulation that overlapped with *Chd8* haploinsufficient mice [6], but only partly with recently-published exon 15 [26] and exon 9 [27] *Myt1l*-mutant mice (Supplementary Fig. S4F). Finally, we discovered that genes upregulated in ASD patients are also upregulated in our MYT1L-deficient mice, while genes downregulated in *Myt1l*-mutant mice are also downregulated in ASD patients [5, 50] (Fig. 3D and Supplementary Fig. S4G). Overall, our data show that MYT1L deficiency in mice leads to delays in neurodevelopment and deregulation of gene expression as observed in ASD patients.

**Fig. 3:**
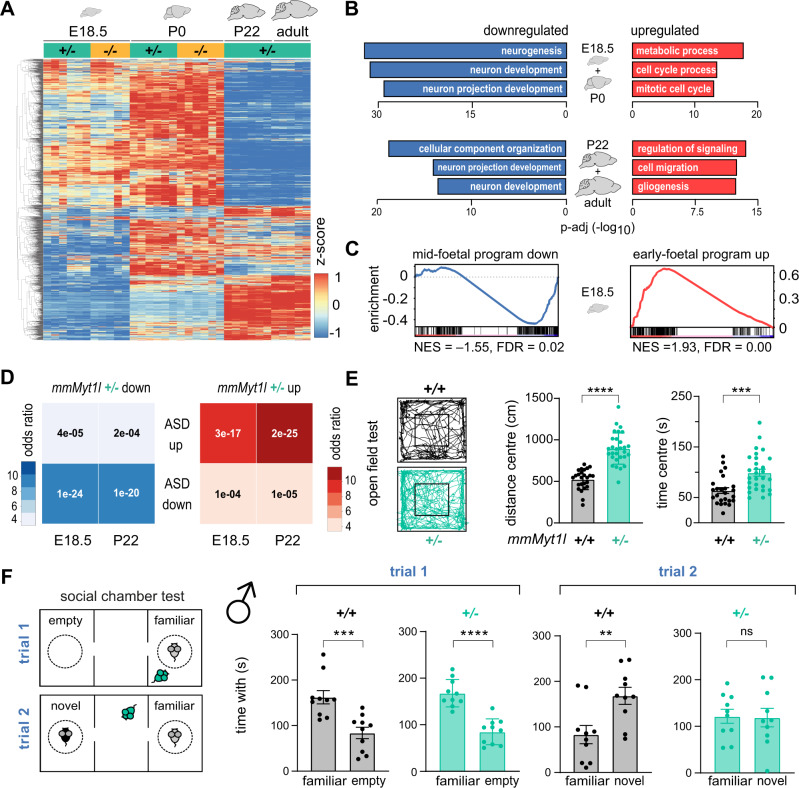
Autism-associated changes in gene expression and behavioural phenotypes upon *Myt1l* mutation in mice. **A** Heatmap of deregulated genes upon *Myt1l* mutation across all replicates and stages, scaled by gene (rows). **B** Selected top gene ontology (GO) terms and p-values of genes that were down- (blue) or upregulated (red) upon *Myt1l* mutation in the cortex of mice compared to control at indicated timepoints during development. **C** GSEA plots show depletion of mid-foetal (blue) and enrichment of early-foetal (red) neural development–related gene sets among genes deregulated in *Myt1l-*mutant brains at E18.5. NES, normalised enrichment score; FDR, false discovery rate. **D** Overlap of genes up- or downregulated upon *Myt1l* mutation in mouse cortex at E18.5 and P22 and genes that are up- or downregulated in ASD patient brains determined by GeneOverlap. For RNA-Seq analysis *n* ≥ 5 E18.5, *n* ≥ 4 P0 for (*+/+*, black), (*+/−*, teal) and (−/−, yellow), respectively; *n* = 6 P22, *n* ≥ 3 adult for (*+/+*) and (*+/−*), respectively. **E** Open field test showed that *Myt1l* (*+/−*) mutants covered more distance and spent more time in centre regions compared to control animals at P23; *n* = 25 for (*+/+*) and *n* = 29 for (*+/*−) from three independent cohorts. **F** Social chamber experiments showed male-specific decrease of time *Myt1l* (*+/*−) mutants spent to explore a novel mouse compared to control mice at the age of one month; *n* = 10 for (*+/+*) and (*+/−*) from three independent cohorts. Bar graphs show mean values, data points from individual animals are displayed, error bars = SEM, Mann–Whitney test **p < 0.01, ***p < 0.001, ****p < 0.0001, NS not significant.

### Behavioural hyperactivity and male-specific social deficits upon *Myt1l* mutation in mice

Next, we performed behaviour analyses using our *Myt1l* mouse model. We observed a trend towards increased vocalisation in early postnatal MYT1L-deficient mice, but the number and type of analysed calls were not significantly changed (Supplementary Fig. S5A). In line with hyperactivity phenotypes reported in several MYT1L patients [13–16, 51, 52], we observed increased locomotion in adult mice in their home cages, as well as in juvenile mice in open field and elevated plus-maze tests (Fig. 3E and Supplementary Fig. S5B–D). Mutant mice spent ~70% more time in centre regions and open arms in the latter two tests, respectively. In addition, the explorative rearing behaviour was significantly increased in mutant mice (Supplementary Fig. S5D). This indicates that MYT1L-deficient mice are less anxious, a phenotype reported in other ASD mouse models [53, 54]. We also observed a significant decrease in marble burying and grooming events, which are used to evaluate repetitive behaviours but also represent decreased anxiety-like behaviours (Supplementary Fig. S5D, F). Finally, social chamber experiments were performed to investigate the social behaviour of our *Myt1l*-mutant mice. All animals displayed the expected preference for investigating chambers with a familiar littermate as opposed to empty chambers. However, while both wildtype and female *Myt1l*-mutant mice spent more time exploring the chamber with a newly-added unfamiliar mouse, MYT1L-deficient males did not exhibit this expected preference for social novelty (Fig. 3F and Supplementary Fig. S5E). In summary, *Myt1l* depletion causes several striking behavioural changes in tests used to model ASD-linked behaviour including hyperactivity that was found in male and female mice and male-specific social deficits.

### Delayed neurogenesis and non-neuronal gene expression in MYT1L-deficient human neurons

To dissect the role of MYT1L in human neurons we engineered human embryonic stem cells (hESCs) with a heterozygous conditional knockout allele of *MYT1L* exon 7 (*+/fl*) (Fig. 4A and Supplementary Fig. S6). *MYT1L* (+*/fl*) hESCs were directed towards electrically mature human neurons using NGN2 transcription factor-mediated differentiation [29]. This allows to study developmental and synaptic processes linked to neurological disorders in a conditional manner [55–57]. Cre-mediated *MYT1L* (+*/*−) deletion resulted in ~50% protein reduction, mimicking *MYT1L* haploinsufficiency found in patients (Fig. 4B, Supplementary Fig S6G). First, we assessed the transcriptional effects of MYT1L depletion compared to Δcre-transduced isogenic controls at early and late maturation timepoints (Supplementary Table S5). *MYT1L*-mutant neurons exhibited a decrease in neuronal GO terms and an enrichment of genes implicated in epilepsy, schizophrenia, and ASD among the deregulated genes [48, 49] (Fig. 4C and Supplementary Fig. S7A). GO terms associated with differentially upregulated genes strongly overlapped between our mouse and human models (Supplementary Fig. 7B) (Supplementary Table S6), indicating conserved effects. Overall, MYT1L depletion resulted in stronger gene activation early (week 1) and late (week 6) after neuronal induction (Fig. 4D and Supplementary Fig. S7C). The MYT1L DNA-binding motif (AAAGTT) was enriched at genes upregulated upon MYT1L depletion (Fig. 4E and Supplementary Fig. S7D, E). Several transcription factors regulating non-neuronal cell fates, such as mesoderm-specific *PRRX1* or glia switch regulator *SOX9* [58, 59], harbour MYT1L motifs and were upregulated in MYT1L-deficient neurons (Fig. 4F). GSEA revealed upregulation of non-neuronal gene expression programs, such as muscle cell fate, upon MYT1L depletion (Supplementary Fig. S7F). Ingenuity Pathway Analysis (IPA) confirmed that inappropriate developmental programs, such as myogenesis and cardiogenesis, were activated following *MYT1L* mutation, suggesting that they are continuously repressed by MYT1L (Fig. 4G and Supplementary Fig. S7G). On the other hand, neuronal transcription factors such as *VAX2* or *EN1* that do not contain MYT1L motifs in their promoter showed decreased expression after one week, but compared to controls exhibited an unexpected increased expression at week six (Fig. 4F). This expression pattern was mirrored in pathways involved in neuronal differentiation and function, including synaptogenesis and calcium signalling, that were initially repressed but later increased in MYT1L-deficient neurons (Fig. 4G and Supplementary Fig. S7G). Importantly, our findings regarding neuronal gene deregulation were recapitulated in neurons derived from an additional independently-engineered *MYT1L* (+*/fl*) hESC clone (Supplementary Fig. S6 and S7). Surprisingly, the delay in neuronal gene expression did not affect neuron complexity after ten days or six weeks of induced neurogenesis (Supplementary Fig. S8). During neuronal reprogramming of mouse fibroblasts MYT1L promoted neuronal fate by repressing anti-neurogenic genes such as *Id3* as well as WNT and NOTCH pathway members [21]. Here, we observed increased expression of these genes in MYT1L-deficient human neurons during neuronal induction (Fig. 4F). Combined application of chemical inhibitors targeting the WNT and NOTCH pathways restored TUJ1 protein to control levels and partially normalised gene expression changes in MYT1L mutants based on RNA-Seq measurements, particularly by decreasing expression of genes that are upregulated upon MYT1L depletion (Fig. 4H and Supplementary Fig. S9A, B) (Supplementary Table S7). Moreover, we identified several pro-neuronal transcription factors that normally peak early during induced neurogenesis and that were downregulated in MYT1L-mutant neurons at week one, but upregulated at week six (Supplementary Fig. S9C). Expression of these factors could be normalised in MYT1L-deficient neurons by WNT and NOTCH inhibition at week one (Supplementary Fig. S9D). Overall, this indicates that heterozygous deletion of *MYT1L* during human induced neurogenesis causes deregulation of autism-associated genes and activation of non-neuronal target genes that result in neurogenesis delays at least in part mediated by increased WNT and NOTCH signalling.

**Fig. 4:**
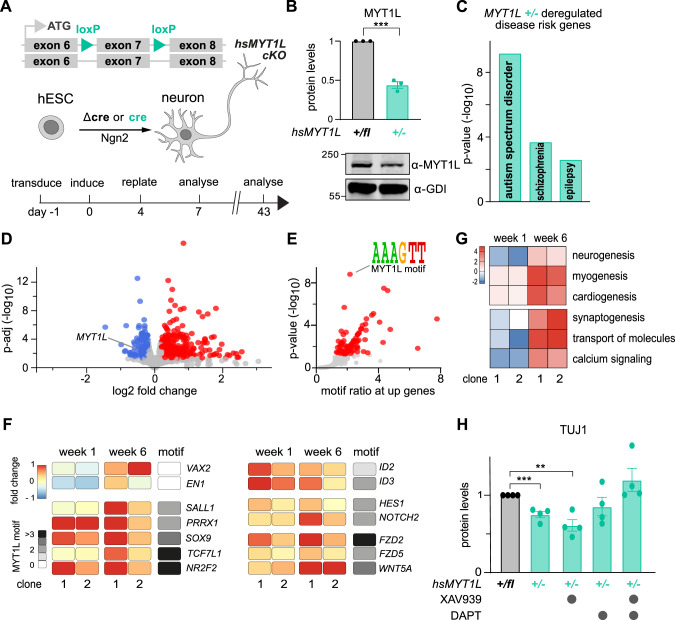
Heterozygous *MYT1L* deletion delays neurogenesis in a WNT- and NOTCH-dependent manner and causes deregulation of ASD-linked genes in human neurons. **A** Schematic of conditional heterozygous *MYT1L* deletion during transcription factor-mediated induced human neurogenesis. **B** Western blot quantification of cells 7 days (1 week) after induction of neurogenesis normalised to control. Representative Western blot images using indicated antibodies are shown; *n* = 3. **C** Deregulated genes in MYT1L-mutant neurons 43 days (6 weeks) after induction of neurogenesis normalised to control exhibited significant overlap with genes linked to epilepsy, schizophrenia, and ASD determined by Fisher’s exact test. **D** Volcano plot of differentially expressed genes in MYT1L-depleted human neurons after maturation for one week compared to isogenic controls. Highlighted are genes that were down- (blue) or upregulated (red) upon MYT1L depletion with absolute log2 fold change > 0.2 and *p*-adj < 0.1. **E** The MYT1L DNA binding motif AAAGTT was significantly enriched at upregulated genes in panel D. **F** Selected deregulated genes upon MYT1L depletion are displayed as fold change down- (blue) or upregulated (red) compared to isogenic control and number of MYT1L motifs in respective promoters is shown. B-E displays data for representative clone 1. **G** Ingenuity Pathway Analysis (IPA) of differentially-expressed genes in MYT1L-depleted human induced neurons. The state of activation (red) or inhibition (blue) of a pathway or biological function is represented by a z-score (right-tailed Fisher’s exact test). Results are displayed for two clones, 1 and 6 weeks after transcription factor-mediated induced human neurogenesis. *n* = 4 (clone 1) or *n* = 5 (clone 2) for (*+/fl*) and (+/−), respectively. **H** Reduced TUJ1 protein levels in MYT1L-depleted induced human neurons at day 7 can be restored by WNT and NOTCH inhibition via XAV939 and DAPT with *n* = 4 (clone 1). Bar graphs show mean values, data points from individual biological replicates are displayed, error bars = SEM, unpaired *t*-test in panel B and H, **p < 0.01, ***p < 0.001.

### Synaptic and network hyperactivity in *MYT1L-mutant* human and mouse neurons

To investigate whether *MYT1L* haploinsufficiency affects neuronal function in human cells, we studied the electrophysiological properties of *MYT1L* (+*/−*) neurons at the population level following six weeks of maturation using multi-electrode array (MEA) [60, 61]. Unexpectedly, we observed that spike firing doubled, and simultaneous network firing activity tripled, in human *MYT1L*-mutant neurons compared to controls (Fig. 5A). The altered electrophysiological activity directly correlated with MYT1L protein depletion, occurred as early as three weeks after neuronal induction and was maintained until the end of a long-term experiment at week 15 (Supplementary Fig. S10A–C). The electrophysiological phenotype could be recapitulated in an independently-engineered *MYT1L* (+*/fl*) hESC clone (Supplementary Fig. S10D). Next, we tested whether these functional changes were conserved in primary mouse neurons. To that end, we investigated electrophysiological properties of cultured hippocampal neurons derived from *Myt1l*-mutant and control mice using MEA. Recapitulating our findings in human *MYT1L* (+*/*−) neurons, we observed increased firing and network hyperactivity. These effects scaled with MYT1L depletion, with an average spike firing increase of ~700% (−/−) and ~400% (+/−) compared to control (Fig. 5B and Supplementary Fig. S11A). Of note, overexpression of MYT1L_99-1187_ in wildtype neurons did not alter electrophysiological activity on MEA, ruling out a potential dominant negative effect of the truncated MYT1L isoform further confirming that our *Myt1l*-mutant mice are a loss-of-function model (Supplementary Fig. S11B). Increased MEA firing activity could also be observed in primary neurons derived from cortices of MYT1L-deficient mice at birth, indicating that defects are not restricted to specific brain regions, but affected at least two areas implicated in ASD [62] (Supplementary Fig. S11C). To correlate the observed network hyperactivity with synaptic activity of single cells, we performed patch clamp recordings. In line with the observed network hyperactivity, the amplitude and frequency of spontaneous excitatory postsynaptic currents (EPSCs) and of miniature EPSCs (mEPSCs; recorded in the presence of tetrodotoxin (TTX)) was increased in MYT1L-deficient cultured primary mouse neurons (Supplementary Fig. S11D, E), respectively. Like in the human model, we did not observe significant changes in neuronal morphology of cultured MYT1L-deficient primary neurons (Supplementary Fig. S11F). We also performed electrophysiological brain slice recordings from pyramidal neurons located in the hippocampal CA1 region of one-month-old mice. Consistent with our in vitro data, we observed an increased spontaneous EPSC frequency in *Myt1l* mutants compared to controls (Fig. 5C). Intrinsic properties, such as resting membrane potential and evoked action potential features, appeared unchanged (Supplementary Fig. S12A). The frequency of spontaneous inhibitory postsynaptic currents (sIPSCs, recorded in the presence of CNQX and D-APV) was increased in MYT1L-deficient pyramidal neurons, indicating that the increased excitation did not result from decreased inhibition (Supplementary Fig. S12B). Our experiments show that continuous MYT1L depletion impairs neuronal function and results in an unexpected electrophysiological hyperactivity phenotype in human and mouse neurons.

**Fig. 5:**
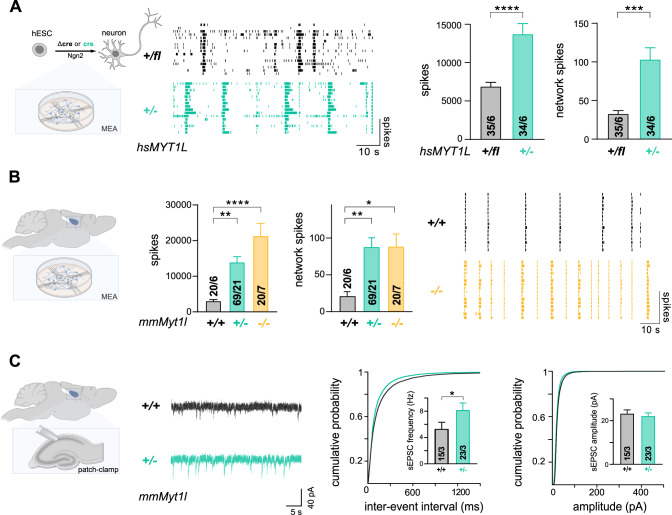
Electrophysiological hyperactivity in MYT1L-deficient human and mouse neurons in culture and brain slices. **A** Increased spontaneous neuronal network activity measured by multi-electrode array (MEA) in *MYT1L*-deficient (+/−; teal) neurons compared to control (+/fl, black) 6 weeks after induced neurogenesis. Representative raster plots and spike and network spike quantifications are shown. **B** Network hyperactivity measured by MEA for control (+/+, black) and mutant *Myt1l* (+/−; teal and −/−; yellow) hippocampal neurons in culture at day in vitro 11 (DIV11). Representative raster plots and quantifications are shown. **C** Increased spontaneous excitatory postsynaptic currents (sEPSCs) of CA1 pyramidal neurons in acute mouse brain slices. Representative traces, quantification and cumulative distributions are shown, bar graphs display mean values with number of patched cells or MEA wells from indicated biological replicates, error bars = SEM, Mann-Whitney–test in panel A and C, One-way ANOVA in panel B, *p < 0.05, ***p < 0.001, ****p < 0.0001.

### Genetic and pharmacologic rescue of neuronal network activity in vitro and behaviour phenotypes in vivo

We observed similar electrophysiological network hyperactivity phenotypes based on MEA measurements in primary mouse and stem cell-derived human induced neurons upon *MYT1L* mutation, indicating a conserved underlying molecular mechanism. Since activation of non-neuronal target genes upon *MYT1L* mutation was observed in human and mouse models, this might contribute to the overlapping phenotypes. 

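Primary cultures of newborn *Myt1l* (+/−) and (+/+) pups were compared by RNA sequencing at day in vitro 11 (DIV11), with 3 animals per genotype and 2 libraries per animal. The paper calls the cultures hippocampal and the mice C57BL/6N, whereas the sample labels give cortex and C57BL/6J. Such cultures hold neurons together with glia and other cells of the dissected tissue, and the labels state that Ara-C, which kills dividing cells, was added after plating. The mutation is a frameshift deletion in exon 6 of *Myt1l*, and the paper reports no decay of the mutant mRNA, so the *Myt1l* counts cannot check the genotype labels. The deposited values were raw counts per gene and library, which the authors made from reads of strand-marked (dUTP) libraries mapped to mm10 with STAR. The tool that counted reads per gene is not given in the sources used here. The counts of both libraries of an animal were summed, because they shared an animal number, so an animal was 1 replicate. Totals per animal were 40642699 to 43745258 counts (median 41709398) in (+/−) cultures and 43129302 to 52833161 counts (median 45389946) in (+/+) cultures. Genes were tested with the quasi-likelihood test of edgeR after TMM normalisation, with Benjamini-Hochberg adjustment and the paper's threshold of an adjusted p under 0.1. The low-count filter of edgeR left 18264 of 55397 genes.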

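*Myt1l* mRNA was at 89.0, 146 and 165 CPM, the counts scaled to library size, in (+/−) replicates 505, 506 and 508, and at 119, 147 and 109 CPM in (+/+) replicates 510, 511 and 513. Its log2 fold change was 0.09 (standard error 0.22, adjusted p = 0.81 from edgeR's quasi-likelihood test), and it turned negative without (+/−) replicate 508 (−0.10) and without (+/+) replicate 513 (−0.01). Of the other MYT1 family members, *Myt1* had a log2 fold change of −0.60 (standard error 0.30, adjusted p = 0.27 from edgeR) and *St18* of −0.47 (standard error 0.34, adjusted p = 0.40 from edgeR). With 1 animal left out *Myt1* was at −0.94 to −0.31 and *St18* at −0.97 to −0.26.
No gene was higher and none was lower in (+/−) cultures at an adjusted p under 0.1 from edgeR (smallest adjusted p = 0.17), while 4080 genes had an unadjusted p under 0.05, 2416 with a positive and 1664 with a negative log2 fold change. In 2835 genes every (+/−) animal lay above every (+/+) animal and in 2474 genes below. Together these were 29.1% of the tested genes, against a mean of 10% over all splits of the animals into 3 against 3. How far a single split can lie from 10% when genes move together was not computed. DESeq2 on the same 6 animals called 1324 genes higher and 772 lower. With genetic sex as a covariate, as in the paper's methods but chosen here after the data were seen, it called 239 and 37. Only (+/+) replicate 511 differed in genetic sex, so this covariate takes that animal out of the comparison of genotypes. With edgeR, 1821 genes had an unadjusted p under 0.05 with the covariate and 1871 without replicate 511. The lower counts therefore cannot be read as the effect of sex. Without (+/+) replicate 513, edgeR called 2294 genes higher and 1109 lower. On the 1000 genes that best separated the genotypes in the 5 other animals, replicate 513 lay at a median of 0.669 on a scale from 0, the mean of the other (+/+) animals, to 1, the mean of the (+/−) animals. By the same measure, with genes and means taken anew for each animal, (+/−) replicates 505, 506 and 508 lay at 1.35, 0.615 and 0.680. The (+/+) replicates 510 and 511 lay at −0.058 and −0.308. The (+/+) replicate 511 held 18805 *Xist* counts, where the other 5 animals held 5 to 10, although the labels give all animals as male.
*Hes1*, a transcriptional repressor downstream of Notch that keeps progenitors undifferentiated, was at 7.13 ± 1.25 CPM in (+/−) and 4.27 ± 1.00 CPM in (+/+) cultures (SD, n = 3 each). Each (+/−) animal lay above each (+/+) animal (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow), with a log2 fold change of 0.74 (standard error 0.21, adjusted p = 0.17 from edgeR). *Tubb3*, the neuronal tubulin gene, was at 500 ± 201 CPM against 690 ± 71.8 CPM (SD, n = 3 each), a log2 fold change of −0.46 (standard error 0.30, adjusted p = 0.35 from edgeR; exact two-sided permutation test, p = 0.2). Its level in (+/−) replicate 505 was 268 CPM, and in replicates 506 and 508 it was 601 and 630 CPM. Without replicate 505 the log2 fold change of *Tubb3* was −0.16.

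**Figure D1:**
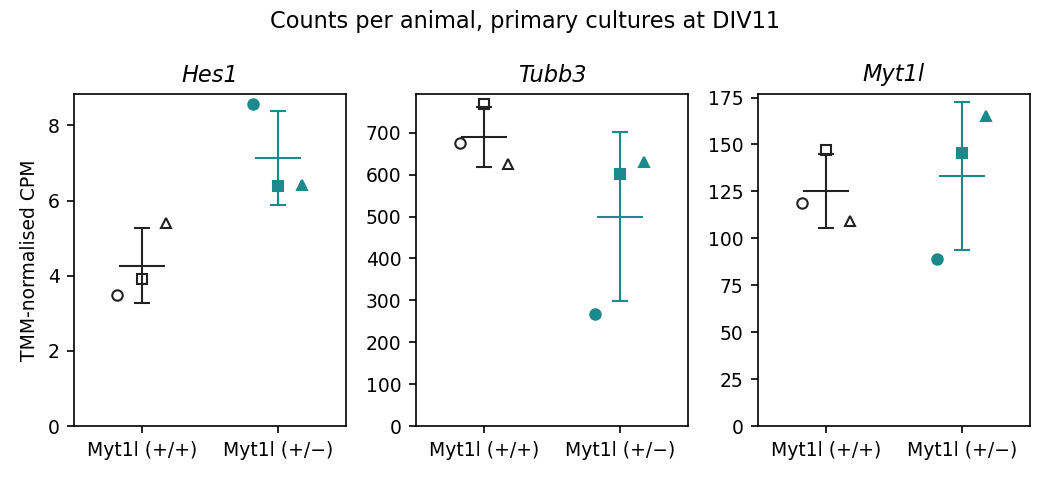
CPM of *Hes1*, *Tubb3* and *Myt1l* per animal after TMM normalisation. Each point is 1 animal (2 libraries summed), the horizontal line is the mean and the error bar the SD of 3 animals; open symbols are (+/+) and filled symbols (+/−) cultures, with circle, square and triangle for replicates 510, 511 and 513 and for 505, 506 and 508. The (+/−) replicate 505, at 268 CPM of *Tubb3*, lay farthest from the (+/+) mean of that gene.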

To identify such targets, we analysed genes that: (i) were bound by MYT1L in vivo as determined by CUT&RUN (Fig. 1F and Supplementary Fig. S2G) (Supplementary Table S3); (ii) were deregulated in primary mouse or human induced neurons upon heterozygous *MYT1L* deletion determined by RNA-Seq (Supplementary Table S5 and 8); (iii) contributed to the upregulation of non-neuronal terms based on IPA (Fig. 4 and Supplementary Fig. S4 and 7); and (iv) were lowly expressed in the brain compared to other tissues, based on public expression datasets [63]. Strikingly, 78% (30 out of 38) of these non-neuronal targets were upregulated upon MYT1L depletion in mouse and human neurons (Fig. 6A and Supplementary Fig. S13A). 

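Of the 15 mouse genes printed in Fig. 6A, 14 passed the low-count filter, and all 14 had a positive log2 fold change in *Myt1l* (+/−) cultures. None passed an adjusted p under 0.1 over all genes with edgeR. *Dnah11*, which encodes a dynein heavy chain of motile cilia, was at 71.0 ± 12.7 CPM (SD, n = 3) in (+/−) and 39.9 ± 9.34 CPM (SD, n = 3) in (+/+) cultures, a log2 fold change of 0.83 (standard error 0.19, adjusted p = 0.17 from edgeR). *Foxj1*, a regulator of motile cilia formation, was at 613 ± 32.8 CPM against 411 ± 67.8 CPM (SD, n = 3 each), a log2 fold change of 0.58 (standard error 0.14, adjusted p = 0.17 from edgeR). The Wnt ligand gene *Wnt5a* was at 78.0 ± 20.4 CPM against 53.7 ± 4.74 CPM (SD, n = 3 each), a log2 fold change of 0.54 (standard error 0.18, adjusted p = 0.18 from edgeR). *Mecom*, at 0.853 against 0.410 CPM, *Adamts6*, *Fzd2*, *Lrp2* and *Frem2* had log2 fold changes of 1.06, 0.86, 0.51, 0.36 and 0.34. Without (+/−) replicate 505 *Wnt5a*, *Adamts6*, *Fzd2* and *Frem2* fell to 0.30, 0.49, 0.28 and 0.23. In the same animals 28 of 28 measured cilia genes, *Dnah11* and *Foxj1* among them, and 20 of 21 choroid plexus markers were positive. Of the pan-neuronal markers 20 of 20 were negative. These are counts of signs, and no member passed over all genes with edgeR. With a correlation between genes estimated from the data, the adjusted p from camera, a test of gene lists, was 0.50 for each list.

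In these 8 genes every (+/−) animal lay above every (+/+) animal, and their unadjusted p values from edgeR were under 0.05. The groups overlapped for *Fam20a*, *Diaph3*, *Ptger4*, *Wnt11* and *Pde5a*, whose log2 fold changes were 0.91, 0.40, 0.55, 0.11 and 0.04. Without (+/+) replicate 513 *Fam20a* and *Diaph3* were at 1.56 and 0.75, and without 510 *Diaph3* was at 0.22. The sign of *Wnt11*, *Ptger4* and *Pde5a* turned under other settings. When adjusted over the list alone, 9 of the genes passed, but the study chose the list partly on these samples, so this count is not independent evidence of the direction. DESeq2 on the same 6 animals called 5 of the genes higher, as did edgeR without (+/+) replicate 513, and edgeR without the low-count filter called 4. DESeq2 with genetic sex, chosen after the data were seen, called 1, and the authors' deposited table passes 1.

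The paper places these genes among the non-neuronal targets of MYT1L whose activation, it holds, might contribute to the phenotypes shared by mouse and human neurons.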

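*Tfap2b*, which encodes the transcription factor AP-2β, lies on chromosome 1 of mm10 from 19208914 to 19238576 and was near the detection limit in the mouse cultures. It had 53, 3 and 0 counts in *Myt1l* (+/−) replicates 505, 506 and 508, and 7, 4 and 0 counts in (+/+) replicates 510, 511 and 513. It therefore fell under the low-count filter. Fitted without that filter, its log2 fold change was 2.39 (standard error 1.06, adjusted p = 0.26 from edgeR). The value rested on (+/−) replicate 505, without which the log2 fold change was −1.03 (standard error 1.26, adjusted p = 0.75 from edgeR). Fits that combine no filter with 1 animal left out were chosen after the values were seen. Left out in turn, the other 5 animals gave log2 fold changes of 1.86 to 3.12, and the adjusted p from edgeR was under 0.1 without (+/−) replicate 506 (0.070) and without 508 (0.028).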

The top upregulated target is *TFAP2B*, which, upon mutation, can cause Char syndrome, characterized by facial, ductal, and hand anomalies [64]. Interestingly, some patients with *MYT1L* mutations exhibit mild facial dysmorphisms [19, 65]. In addition, we found an almost two-fold increase of the cardiac voltage-gated sodium channel *SCN5A*, which upon mutation can cause long QT syndrome [66], among the top 10 upregulated target genes. *SCN5A* displayed a low basal expression in human and mouse neurons, and increased expression in MYT1L-deficient neurons could alter electrophysiological properties. *MYT1L* remains expressed in mature neurons, suggesting that it also functions in postmitotic neurons (Supplementary Fig. S1A). We therefore asked whether *Myt1l* overexpression (OE) in postmitotic MYT1L-deficient neurons could restore repression of target genes, such as *Scn5a*. *Myt1l* OE significantly increased the expression of the neuronal marker *Tuj1* compared to GFP OE controls (Fig. 6B and Supplementary Fig. S13B, C). Importantly, *Myt1l* OE decreased the expression of target genes that were upregulated in *MYT1L*-mutant neurons, specifically *Hes1* and *Scn5a* (Fig. 6C). Strikingly, we found that *Myt1l* OE also restored neuronal network activity to control levels (Fig. 6D). These results suggest that the continuous deregulation of gene expression in postmitotic neurons caused by *MYT1L* mutation contributes to electrophysiological hyperactivity phenotypes, and that these could be restored even after neurodevelopment is complete. To test whether *SCN5A* upregulation caused the electrophysiological hyperactivity phenotype, we performed shRNA-mediated *SCN5A* knockdown in both mouse primary and human induced neurons, which reduced *SCN5A* levels by 80%, and measured neuronal network activity using MEA (Supplementary Fig. S13D). Strikingly, *Scn5a* knockdown reduced neuronal network hyperactivity in (+/−) and (−/−) mouse primary neurons to wild type levels (Fig. 6E). This could be recapitulated by *SCN5A* knockdown in *MYT1L* (+/−) human induced neurons (Fig. 6G), indicating that *SCN5A* upregulation contributes at least in part to the electrophysiological network hyperactivity in mouse and human *MYT1L*-mutant neurons. In order to find a potential therapeutic intervention, we decided to test whether lamotrigine, a sodium channel blocker and FDA-approved antiepileptic drug [67, 68], could rescue MYT1L deficiency-induced phenotypes. Indeed, acute application of lamotrigine normalised electrophysiological network hyperactivity of both human and mouse MYT1L-deficient neurons towards control levels (Fig. 6F, H). Finally, to study if neuronal network hyperactivity contributes to the behaviour phenotypes observed upon *Myt1l* mutation and to test whether these are also amenable to pharmacological intervention in vivo, we injected mice with lamotrigine. We found that acute lamotrigine treatment in *Myt1l*-mutant mice normalised anxiety and hyperactivity behaviour in the open field test, as well as locomotion and rearing in home cage observations, towards untreated control mice (Fig. 6I and Supplementary Fig. S13E). 

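Gene groups of several non-neuronal cell types were higher in *Myt1l* (+/−) than in (+/+) mouse cultures, and neuronal groups were lower, by camera at its preset correlation between genes. None of these 16 lists was called with a correlation estimated from the data (smallest adjusted p = 0.50 with an estimated correlation) or with fry (smallest adjusted p = 0.22 from fry). No single gene passed an adjusted p under 0.1 over all genes with edgeR. All 28 measured genes of ependymal cells and motile cilia had positive log2 fold changes (median 0.86, camera adjusted p = 8.8e-16, but 0.50 with an estimated correlation), and 27 were higher when adjusted over the list alone. Examples are *Tmem212* (log2 fold change 1.00), *Mlf1* (0.95) and *Ccdc40* (1.06). Of the listed genes 2, *Foxj1* and *Dnah11*, were picked by the study from these samples. Of 21 measured markers of choroid plexus epithelium, which secretes cerebrospinal fluid, 20 were positive (median log2 fold change 1.01, camera adjusted p = 7.1e-10, but 0.50 with an estimated correlation) and 17 were higher when adjusted over the list alone, with *Cldn2* at 2.03, *Folr1* at 1.01 and *Msx1* at 0.81. *Ttr*, a transport protein gene that this epithelium expresses at high levels and a member chosen after its values were seen, was at 745 ± 509 CPM against 112 ± 82.7 CPM (SD, n = 3 each). Its level was 1302 CPM in (+/−) replicate 505, and 631 and 303 CPM in replicates 506 and 508.
Microglia markers (16 of 16 positive, median 0.98, camera adjusted p = 1.3e-06; *Fcrls* 1.16, *Cx3cr1* 1.17) and interferon response genes (22 of 25 positive, median 0.92, camera adjusted p = 5.2e-07; *Oasl2* 1.08, *Iigp1* 1.44, *Gbp2* 0.64) were higher too, but each had an adjusted p of 0.50 with an estimated correlation. In these lists 14 and 18 members were higher when adjusted over each list alone. Replicate 505 carried much of the size: microglia markers lay 1.48 above the (+/+) mean on the log2 scale in it, against 0.57 and 0.59 in replicates 506 and 508, and interferon response genes 1.34 against 0.48 and 0.65. Without it *Fcrls* and *Cx3cr1* fell to 0.76 and 0.73. Proliferation genes (median 0.46, camera adjusted p = 1e-04, 10 of 22 higher over the list alone; *Kif11* 1.09, *Hmmr* 0.69), border macrophage markers (median 1.16, camera adjusted p = 7.3e-04; *Stab1* 1.16), meningeal fibroblast markers (median 0.79, camera adjusted p = 0.012; *Ptgds* 1.06), astrocyte markers (median 0.25, camera adjusted p = 0.015; *S100b* 1.13, *Mlc1* 0.48) and radial glia markers (median 0.33, camera adjusted p = 0.036) completed the 9 lists that were higher, and these 5 were not called with an estimated correlation either (adjusted p 0.50 to 0.55). In the last 4 of these, 0, 0, 1 and 0 members were higher over the list alone, and their groups overlapped. On the border macrophage list (+/+) replicate 511 lay 0.94 above the (+/+) mean on the log2 scale, against 1.78, 0.63 and 0.87 in (+/−) replicates 505, 506 and 508. Replicate 511 also lay above 506 and 508 on the meningeal fibroblast list, as did 513 on the astrocyte and radial glia lists. Without (+/−) replicate 505 *Stab1* and *Ptgds* fell to 0.70 and 0.65.
The 7 lists that were lower included all 20 measured pan-neuronal markers with negative values (median −0.47, camera adjusted p = 1.3e-06; *Snhg11* −0.69, *Meg3* −0.58, *Elavl4* −0.55), all 22 genes of synaptic vesicles and release (median −0.47, camera adjusted p = 6.8e-07; *Syn3* −0.81) and all 16 GABAergic genes (median −0.46, camera adjusted p = 2.8e-05; *Gabra3* −0.71), with 2, 0 and 2 members lower when adjusted over each list alone. With an estimated correlation the adjusted p of each of these 3 lists was 0.50. Voltage-gated calcium channels (median −0.35, camera adjusted p = 5.8e-05; *Cacna1h* −0.72, *Cacna1g* −0.57), ionotropic glutamate receptors (median −0.38, camera adjusted p = 5.9e-04; *Grin2d* −1.01), cell stress genes (median −0.45, camera adjusted p = 0.0012; *Atf4* −0.50) and voltage-gated potassium channels (median −0.30, camera adjusted p = 0.0017; *Kcnh2* −0.57) were the others, with 4, 3, 10 and 0 members lower over the list alone, and 1 cell stress gene higher. These 4 were not called with an estimated correlation either (adjusted p 0.50 to 0.55). The groups overlapped on the potassium channel and synaptic vesicle lists, where (+/+) replicates 510 and 513, in this order, lay below (+/−) replicate 508. *Ddit3* counts as 2 features in the cell stress list. The voltage-gated sodium channel list did not pass (median −0.29, camera adjusted p = 0.078, and 0.55 with an estimated correlation). At the preset correlation it was called lower without (+/−) replicate 508 (0.028) and without (+/+) replicate 510 (0.047). Over the list alone 2 of its members were lower, *Scn1a* (−0.62, standard error 0.19) and *Scn3b* (−0.61, standard error 0.18). *Scn7a*, which encodes a sodium-sensing channel of glia, was at 0.61 (standard error 0.23, adjusted p = 0.19 from edgeR).
The lists were written with 1997 rows of the paper's Table S8 for these cultures in view. Of these rows 1977 have an adjusted p under 0.1 in that table. The camera p-values and the counts over each list alone are therefore not independent evidence of a difference. The pan-neuronal list lay 0.976 below the (+/+) mean on the log2 scale in (+/−) replicate 505, against 0.293 and 0.167 in replicates 506 and 508. Synaptic vesicle genes lay 1.04, 0.33 and 0.15 below it in replicates 505, 506 and 508, and GABAergic genes 0.96, 0.42 and 0.14. Measured from the same mean and in the same order, calcium channels lay at −0.72, −0.27 and −0.14. Ionotropic glutamate receptors lay at −0.74, −0.27 and −0.12. Without replicate 505 the potassium channel, astrocyte, meningeal fibroblast and radial glia lists were not called. The astrocyte and radial glia lists were not called without (+/+) replicate 511 or with genetic sex, a setting chosen after the data were seen. Both settings take replicate 511 out of the comparison, so they are not separate checks. The meningeal fibroblast list was not called without (+/+) replicate 513.

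**Figure D2:**
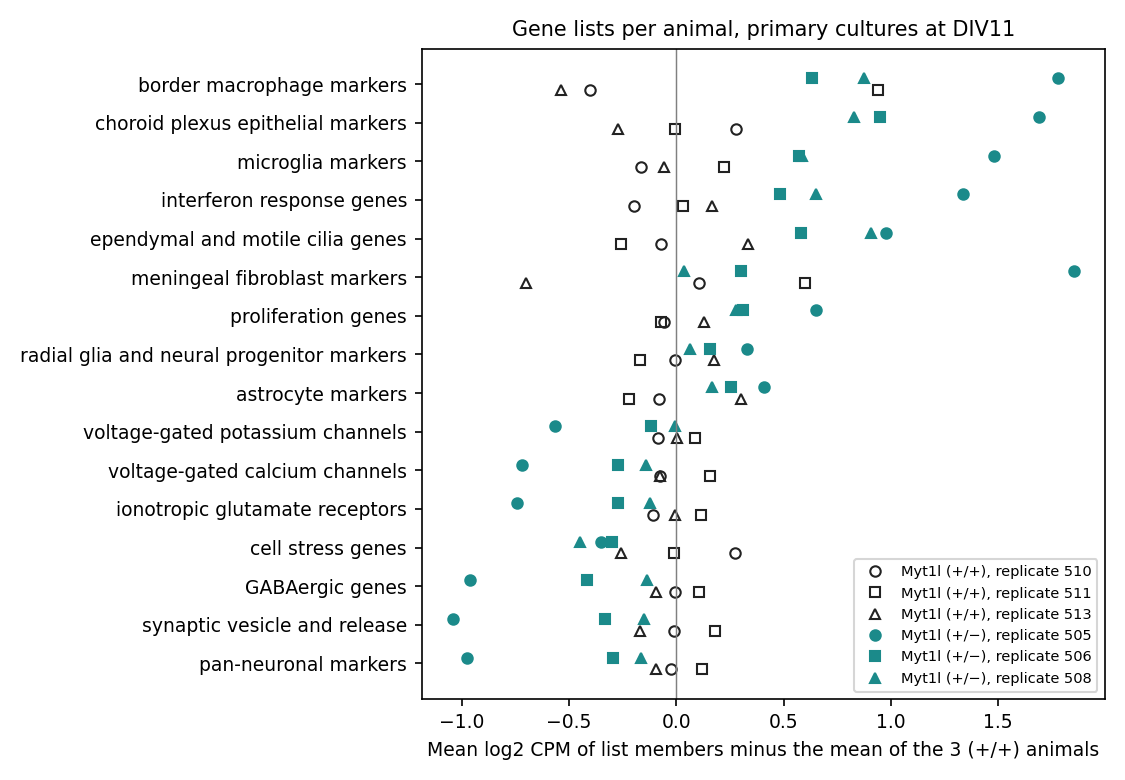
Mean log2 CPM of the members of each gene list in each animal, minus the mean of the 3 (+/+) animals, for the 16 lists that differed between genotypes by camera. Each point is 1 animal; open symbols are (+/+) and filled symbols (+/−) cultures, and the vertical line marks the (+/+) mean. In the lists of cilia, choroid plexus, microglia and interferon response genes all 3 (+/−) animals lay above all 3 (+/+) animals, and (+/−) replicate 505 lay farthest from 0 in most lists.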

Overall, these results show that, besides neurodevelopmental defects, *MYT1L* mutation causes upregulation of non-neuronal genes and neuronal network hyperactivity in mouse and human neurons. Acute lamotrigine treatment in post-mitotic neurons and adult mice rescued both the electrophysiological network hyperactivity and the tested behaviour phenotypes (Fig. 6J), indicating that electrophysiological effects contribute, at least in part, to altered behaviour in mice. Therefore, MYT1L mutation not only impacts development, but also affects neuronal function and behaviour in adulthood, suggesting that targeted treatments may also benefit patients at later stages of development.

**Fig. 6:**
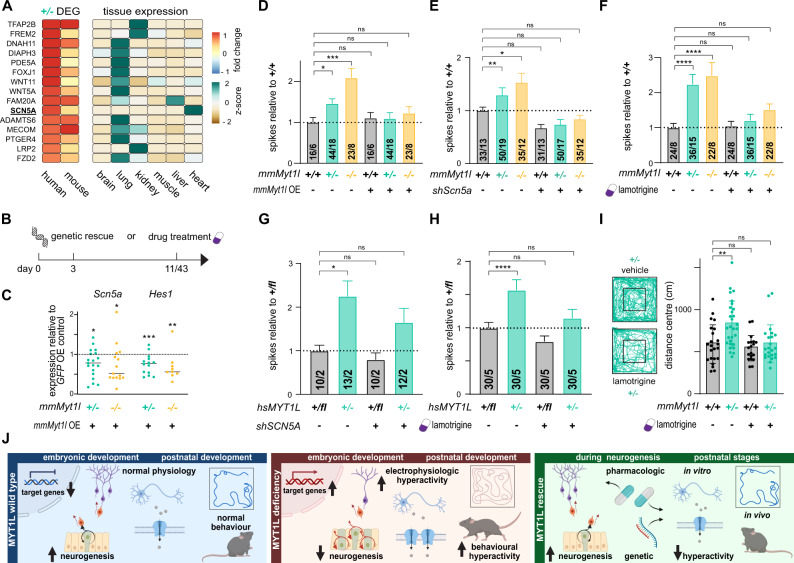
Electrophysiological and behaviour phenotypes caused by MYT1L deficiency can be normalised by genetic and pharmacological intervention. **A** Deregulated non-neuronal MYT1L target genes in *MYT1L*-deficient human neurons (week 6) and primary mouse neurons at day in vitro 11 (DIV11) include the cardiac sodium channel *SCN5A*. Deregulation of gene expression based on RNA-Seq is displayed as fold change compared to control, *n* = 4 (human) for (*+/fl*) and (*+/−*), *n* = 3 (mouse) for (+/+) and (+/-), respectively. Tissue expression data from GTEx portal is displayed as z-score. **B** Schematic timeline for the genetic and pharmacological rescue experiments in mouse primary hippocampal and induced human neuronal cultures. **C** Significant downregulation of MYT1L target genes *Scn5a* and *Hes1* in MYT1L-deficient mouse primary hippocampal cultures at DIV11 upon *Myt1l* overexpression (OE) at DIV3 compared to GFP OE determined by qRT-PCR. Graphs show column scatter plots with the median displayed; *n* ≥ 8. **D** Network hyperactivity in mouse primary neurons deficient of MYT1L can be rescued at DIV11 by overexpression of *Myt1l* in postmitotic neurons at DIV3. **E** Knockdown of *Scn5a* by shRNA expression in postmitotic neurons at DIV3 reduced spiking frequency of *Myt1l* (+/−) and (−/−) neurons. **F** Hyperactivity in mouse primary neurons deficient of MYT1L can also be rescued by acute application of 10 μM lamotrigine at DIV11. **G** *SCN5A* knockdown with shRNA in human induced neurons resulted in reduced spiking frequency. **H** Increased spike firing upon *MYT1L* mutation was normalised towards control by acute application of 10 μM lamotrigine in induced human neurons at week 6. **I** Open field tests showed that *Myt1l* (+/−) mutants covered more distance in centre regions compared to control animals at P23 and acute application of 20 mg/ kg lamotrigine can normalise these hyperactivity phenotypes. Vehicle: *n* = 23 for (*+/+*) and *n* = 29 for (*+/−*), lamotrigine: *n* = 19 for (*+/+*) and *n* = 23 for (*+/−*) data from three independent cohorts. **J** Schematic summary of the key roles of MYT1L during early and postnatal stages of development and defects upon MYT1L loss that can be compensated in part by genetic and pharmacologic intervention at both stages. Bar graphs display mean values with number of MEA wells from indicated biological replicates or data points from individual animals, error bars = SEM, Mann-Whitney test in panel C, Two-way ANOVA in panel D–I, *p < 0.05, **p < 0.01, ***p < 0.001, ****p < 0.0001, NS not significant.

## Discussion

Unlike most neuropsychiatric disease-associated chromatin regulators, the transcription factor MYT1L is specifically expressed in virtually all neurons and remains expressed throughout life [11, 12]. However, whether and how *MYT1L* mutations can cause neuropsychiatric disease remains poorly understood. In this study, we present evidence that *MYT1L* haploinsufficiency is sufficient to cause phenotypes associated with NDDs and ASD in human neurons as well as in mouse models due to failure to repress target genes resulting in (i) delays during developmental neurogenesis and (ii) synaptic malfunction in mature neurons. MYT1L deficiency in our human and mouse models caused significant deregulation of genes associated with epilepsy, schizophrenia, and ASD, which have been diagnosed in patients carrying *MYT1L* mutations [13–16]. We also found that gene expression changes in *Myt1l*-mutant mouse brains directly resembled those observed in ASD patient brains, demonstrating that MYT1L deficiency can lead to ASD-associated transcriptional profiles. Additional phenotypes linked to ASD and MYT1L-associated NDDs include neurodevelopmental delays and changes in brain anatomy. Using transcriptomic analysis, we observed altered maturation dynamics in MYT1L-deficient human neurons upon transcription factor-mediated neuronal differentiation in vitro and impaired neurogenesis in the prefrontal cortex of *Myt1l*-mutant mice in vivo. Even at E18.5, *Myt1l*-mutant mice displayed activation of early-foetal gene expression programs and downregulation of mid-foetal programs, which has also been described in other ASD models [5]. Previous studies showed that acute depletion of *Myt1l* or the closely related family member *Myt1* by shRNA treatment impaired neurogenesis in utero by repressing *Hes1* expression and Notch signalling [21, 69]. Here, we expand these findings by showing that germline *Myt1l* mutation impaired cell cycle exit of cortical progenitors during development and increased the number of SOX2+ neural stem cells in the SVZ at birth, which resembles *Hes1* overexpression phenotypes [46]. Indeed, combined chemical inhibition of WNT and NOTCH could restore early induction of proneuronal genes in human induced neurons. This confirms impaired neurogenesis upon MYT1L deficiency and could explain the thinned cortex observed in *Myt1l*-mutant mice and neurodevelopmental delays in human and mouse models.

One limitation of our study is that we modelled only frameshift mutations predicted to result in premature STOP codons of both human and mouse MYT1L, similar to a reported patient with a nonsense mutation at aa 75 [15]. Our mouse model presented a frameshift in exon 6 [70] that generated non-functional MYT1L protein isoforms missing essential domains such as the nuclear localisation signal, while conditional deletion of exon 7 in our human model resulted in nonsense-mediated RNA decay. Of note, both models exhibited similar gene deregulation and electrophysiology phenotypes, suggesting that loss-of-function results in overlapping defects independent of the mutation type. Notably, two recent studies describe additional *Myt1l* mouse models; Chen et al. generated a frameshift mutation in exon 15 [26], and Kim et al. used an exon 9 excision mutant [27]. All three models have in common that homozygous *Myt1l* knockout results in postnatal lethality and altered brain morphology, emphasising the crucial role of MYT1L for development. In addition, all three studies found behavioural phenotypes including hyperactivity. In line with our study, Kim et al. reported decreased anxiety. Chen et al. reported male-specific impaired social behaviour, which we also found in our model although using different assays and developmental stages. Nevertheless, the three *Myt1l*-mutant mouse models exhibit distinct gene expression and neurodevelopmental defects. In contrast to our study, Chen et al. report an increased Q fraction and a decrease in SOX2+ neural stem cells in *Myt1l*-deficient mice at E14.5 and suggested MYT1L mainly acts as a transcriptional activator. However, in a recent preprint the same authors found that MYT1L bound and repressed promoters and enhancers of genes involved in early neuronal development programs [71]. Here, using single cell transcriptomics, we show that MYT1L-bound genes are indeed activated in cortical neurons upon loss of MYT1L, supporting its role as a repressor. In line with this, both Chen et al. and our study found increased expression of early neurodevelopmental gene signatures later in development. Notably, all studies report a significant overlap of deregulated genes with ASD gene sets. Hence, while the differences between these three *Myt1l* mouse models might reflect the distinct nature of mutations, genetic mouse background, and experimental conditions, their overlap emphasises the important role of MYTL for neurodevelopment. In addition to loss-of-function variants, several de novo missense variants, indels and genomic duplications and deletions encompassing *MYT1L* have been reported in individuals with neuropsychiatric disease [19, 65]. Since MYT1L patients display diverse phenotypes, including both macro- and microcephaly, and are diagnosed with different neuropsychiatric disorders like ASD and schizophrenia, future studies will be needed to clarify how specific mutations or genetic backgrounds affect these phenotypes by engineering additional mouse and human stem cell models or by generating patient-derived neurons from induced pluripotent stem cells.

Alongside destabilization of neuronal cell identity, which manifested as gene expression changes and neurogenesis delays, we observed striking electrophysiological phenotypes in MYT1L-deficient neurons. Unexpectedly, primary mouse and induced human neurons displayed a three to four-fold increase in neuronal network activity, underpinned by an increase in sEPSC amplitude and mEPSC frequency. Since, the frequency of sIPSCs was increased in MYT1L-deficient pyramidal neurons, increased network activity is not likely caused by decreased inhibition in our model. However, in newborn *Myt1l* (−/−) mice, we observed a slight increase in the fraction of cortical layer I neurons along with decreased *Cdca7*+ interneuron populations based on single cell analysis. Therefore, the effect of MYT1L mutations on inhibitory neurons remains elusive and requires future studies. Network phenotypes could be explained by multiple factors, such as changes in neuronal morphology or synapse density as well as general mechanisms regulating neurotransmitter release, including deregulation of voltage-gated sodium and calcium channels [72–74]. Interestingly, the upregulation of channels that are normally not specifically expressed in neurons, such as *SCN5A*, could also impair normal synaptic transmission in MYT1L-mutant neurons. We therefore tested whether MYT1L overexpression, shRNA-mediated *SCN5A* knockdown or lamotrigine treatment, which is reported to block sodium and calcium channels [67, 68], could rescue the *MYT1L* mutation-induced network hyperactivity. Strikingly, MYT1L overexpression decreased expression of target genes such as *Scn5a* and *Hes1* in postmitotic MYT1L-deficient mouse neurons, and MYT1L overexpression and *SCN5A* knockdown both rescued electrophysiological network hyperactivity phenotypes. In addition, acute application of lamotrigine normalised not only the network hyperactivity phenotypes of post-mitotic MYT1L-deficient human and mouse neurons, but also several behavioural hyperactivity phenotypes observed in mice. This suggests that specific MYT1L haploinsufficiency-associated phenotypes can be rescued by genetic intervention or small-molecule drugs even later in development.

Overall, we present the first evidence that MYT1L mutations destabilise neuronal cell fate and function, and are sufficient to cause ASD-associated phenotypes in human and mouse models. Hence, failure to silence non-neuronal gene expression in neurons represents a novel mechanism that, at least in part, could contribute to ASD aetiology. MYT1L is a unique neurodevelopmental disease-associated transcription factor that is specifically expressed in virtually all neurons throughout life. It is therefore tempting to speculate that active lifelong repression of non-neuronal programs is an evolutionarily-conserved pathway critical for the prevention of brain disorders. Interestingly, *MYT1L* levels decrease during aging in both mice and humans (Supplementary Fig. S1A), and loss of neuronal cell identity has recently been suggested to play a role in Alzheimer’s disease models [75, 76], which suggests that neurodegeneration could also be regulated by the novel MYT1L-mediated mechanism presented here. Finally, we show that unexpected electrophysiological network hyperactivity upon MYT1L deficiency in post-mitotic mouse and human neurons, and associated behaviour phenotypes in mice, can be acutely targeted by the approved drug lamotrigine, which could provide an opportunity for therapeutic interventions.

### Supplementary information

Supplementary text

Supplementary Figure 1

Supplementary Figure 2

Supplementary Figure 3

Supplementary Figure 4

Supplementary Figure 5

Supplementary Figure 6

Supplementary Figure 7

Supplementary Figure 8

Supplementary Figure 9

Supplementary Figure 10

Supplementary Figure 11

Supplementary Figure 12

Supplementary Figure 13

Supplementary Table 1

Supplementary Table 2

Supplementary Table 3

Supplementary Table 4

Supplementary Table 5

Supplementary Table 6

Supplementary Table 7

Supplementary Table 8

Supplementary Table 9

Supplementary Table 10

Supplementary Table 11

Supplementary Table 12

Supplementary Table 13

## Data Availability

All data are available in the main text or the supplementary materials. GSEA was performed as described above. Next-generation sequencing data is available on NCBI GEO GSE171327. Mass spectrometry data can be accessed on PRIDE PXD037867.

## References

[1] Lord C, Elsabbagh M, Baird G, Veenstra-Vanderweele J (2018). Autism spectrum disorder. Lancet.

[2] Bourgeron T (2015). From the genetic architecture to synaptic plasticity in autism spectrum disorder. Nat Rev Neurosci.

[3] Tuoc T, Dere E, Radyushkin K, Pham L, Nguyen H, Tonchev AB (2017). Ablation of BAF170 in developing and postnatal dentate gyrus affects neural stem cell proliferation, differentiation, and learning. Mol Neurobiol.

[4] Tuoc TC, Boretius S, Sansom SN, Pitulescu M-E, Frahm J, Livesey FJ (2013). Chromatin regulation by BAF170 controls cerebral cortical size and thickness. Dev Cell.

[5] Katayama Y, Nishiyama M, Shoji H, Ohkawa Y, Kawamura A, Sato T (2016). CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature.

[6] Gompers AL, Su-Feher L, Ellegood J, Copping NA, Riyadh MA, Stradleigh TW (2017). Germline Chd8 haploinsufficiency alters brain development in mouse. Nat Neurosci.

[7] Schaaf CP, Betancur C, Yuen RKC, Parr JR, Skuse DH, Gallagher L (2020). A framework for an evidence-based gene list relevant to autism spectrum disorder. Nat Rev Genet.

[8] Satterstrom FK, Kosmicki JA, Wang J, Breen MS, Rubeis SD, An JY (2020). Large-scale exome sequencing study implicates both developmental and functional changes in the neurobiology of autism. Cell.

[9] Turner TN, Coe BP, Dickel DE, Hoekzema K, Nelson BJ, Zody MC (2017). Genomic patterns of de novo mutation in simplex autism. Cell.

[10] Simons Foundation Autism Research Initiative SFARI. Highest ranking candidate autism risk genes. December 2019. https://www.sfari.org/resource/sfari-gene.

[11] Cardoso-Moreira M, Halbert J, Valloton D, Velten B, Chen C, Shao Y (2019). Gene expression across mammalian organ development. Nature.

[12] Matsushita F, Kameyama T, Kadokawa Y, Marunouchi T (2014). Spatiotemporal expression pattern of Myt/NZF family zinc finger transcription factors during mouse nervous system development. Dev Dynam.

[13] Lee Y, Mattai A, Long R, Rapoport JL, Gogtay N, Addington AM (2012). Microduplications disrupting the MYT1L gene (2p25.3) are associated with schizophrenia. Psychiatr Genet.

[14] Rocker ND, Vergult S, Koolen D, Jacobs E, Hoischen A, Zeesman S (2015). Refinement of the critical 2p25.3 deletion region: the role of MYT1L in intellectual disability and obesity. Genet Med.

[15] Windheuser IC, Becker J, Cremer K, Hundertmark H, Yates LM, Mangold E (2020). Nine newly identified individuals refine the phenotype associated with MYT1L mutations. Am J Med Genet Part A.

[16] Blanchet P, Bebin M, Bruet S, Cooper GM, Thompson ML, Duban-Bedu B (2017). MYT1L mutations cause intellectual disability and variable obesity by dysregulating gene expression and development of the neuroendocrine hypothalamus. Plos Genet.

[17] Kim JG, Armstrong RC, Agoston DV, Robinsky A, Wiese C, Nagle J (1997). Myelin transcription factor 1 (Myt1) of the oligodendrocyte lineage, along with a closely related CCHC zinc finger, is expressed in developing neurons in the mammalian central nervous system. J Neurosci Res.

[18] Weiner JA, Chun J (1997). Png‐1, a nervous system‐specific zinc finger gene, identifies regions containing postmitotic neurons during mammalian embryonic development. J Comp Neurol.

[19] Mansfield P, Constantino JN, Baldridge D (2020). MYT1L: a systematic review of genetic variation encompassing schizophrenia and autism. Am J Med Genet Part B Neuropsychiatr Genet.

[20] Vierbuchen T, Ostermeier A, Pang ZP, Kokubu Y, Sudhof TC, Wernig M (2010). Direct conversion of fibroblasts to functional neurons by defined factors. Nature.

[21] Mall M, Kareta MS, Chanda S, Ahlenius H, Perotti N, Zhou B (2017). Myt1l safeguards neuronal identity by actively repressing many non-neuronal fates. Nature.

[22] Manukyan A, Kowalczyk I, Melhuish TA, Lemiesz A, Wotton D (2018). Analysis of transcriptional activity by the Myt1 and Myt1l transcription factors. J Cell Biochem.

[23] Romm E, Kim JG, Kim NW, Nagle J, Hudson LD (2002). The MyT1 family recruits histone deacetylase to regulate neural transcription. J Neurochem.

[24] Treutlein B, Lee QY, Camp JG, Mall M, Koh W, Shariati SAM (2016). Dissecting direct reprogramming from fibroblast to neuron using single-cell RNA-seq. Nature.

[25] Lee QY, Mall M, Chanda S, Zhou B, Sharma KS, Schaukowitch K (2020). Pro-neuronal activity of Myod1 due to promiscuous binding to neuronal genes. Nat Cell Biol.

[26] Chen J, Lambo ME, Ge X, Dearborn JT, Liu Y, McCullough KB (2021). A MYT1L syndrome mouse model recapitulates patient phenotypes and reveals altered brain development due to disrupted neuronal maturation. Neuron.

[27] Kim S, Oh H, Choi SH, Yoo Y-E, Noh YW, Cho Y (2022). Postnatal age-differential ASD-like transcriptomic, synaptic, and behavioral deficits in Myt1l-mutant mice. Cell Rep.

[28] Maximov A, Pang ZP, Tervo DGR, Sudhof TC (2007). Monitoring synaptic transmission in primary neuronal cultures using local extracellular stimulation. J Neurosci Meth.

[29] Zhang Y, Pak CH, Han Y, Ahlenius H, Zhang Z, Chanda S (2013). Rapid single-step induction of functional neurons from human pluripotent stem cells. Neuron.

[30] Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T (2012). Fiji: an open-source platform for biological-image analysis. Nat Methods.

[31] Arshadi C, Günther U, Eddison M, Harrington KIS, Ferreira TA (2021). SNT: a unifying toolbox for quantification of neuronal anatomy. Nat Methods.

[32] Levin JZ, Yassour M, Adiconis X, Nusbaum C, Thompson DA, Friedman N (2010). Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods.

[33] Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S (2013). STAR: ultrafast universal RNA-seq aligner. Bioinformatics.

[34] Love MI, Huber W, Anders S (2014). Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol.

[35] Mimitou EP, Cheng A, Montalbano A, Hao S, Stoeckius M, Legut M (2019). Multiplexed detection of proteins, transcriptomes, clonotypes and CRISPR perturbations in single cells. Nat Methods.

[36] Gehring J, Park JH, Chen S, Thomson M, Pachter L (2020). Highly multiplexed single-cell RNA-seq by DNA oligonucleotide tagging of cellular proteins. Nat Biotechnol.

[37] Zheng GXY, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R (2017). Massively parallel digital transcriptional profiling of single cells. Nat Commun.

[38] Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. Cell. 2021;183:3573–87.e29.10.1016/j.cell.2021.04.048PMC823849934062119

[39] Wolf FA, Angerer P, Theis FJ (2018). SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol.

[40] Burkhardt DB, Stanley JS, Tong A, Perdigoto AL, Gigante SA, Herold KC, et al. Quantifying the effect of experimental perturbations at single-cell resolution. Nat Biotechnol. 2021;39:619–29.10.1038/s41587-020-00803-5PMC812205933558698

[41] Miller SA, Policastro RA, Sriramkumar S, Lai T, Huntington TD, Ladaika CA (2021). LSD1 and aberrant DNA methylation mediate persistence of enteroendocrine progenitors That Support BRAF-mutant colorectal cancer. Cancer Res.

[42] Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK (2015). MAST: a flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol.

[43] Skene PJ, Henikoff JG, Henikoff S (2018). Targeted in situ genome-wide profiling with high efficiency for low cell numbers. Nat Protoc.

[44] Liu Y-C, Cheng J-K, Lien C-C (2014). Rapid dynamic changes of dendritic inhibition in the dentate gyrus by presynaptic activity patterns. J Neurosci.

[45] Gelfman S, Wang Q, Lu Y-F, Hall D, Bostick CD, Dhindsa R (2018). MeaRtools: an R package for the analysis of neuronal networks recorded on microelectrode arrays. Plos Comput Biol.

[46] Ohtsuka T, Kageyama R (2021). Hes1 overexpression leads to expansion of embryonic neural stem cell pool and stem cell reservoir in the postnatal brain. Development.

[47] Kang HJ, Kawasawa YI, Cheng F, Zhu Y, Xu X, Li M (2011). Spatio-temporal transcriptome of the human brain. Nature.

[48] Ran X, Li J, Shao Q, Chen H, Lin Z, Sun ZS (2015). EpilepsyGene: a genetic resource for genes and mutations related to epilepsy. Nucleic Acids Res.

[49] Hormozdiari F, Penn O, Borenstein E, Eichler EE (2015). The discovery of integrated gene networks for autism and related disorders. Genome Res.

[50] Voineagu I, Wang X, Johnston P, Lowe JK, Tian Y, Horvath S (2011). Transcriptomic analysis of autistic brain reveals convergent molecular pathology. Nature.

[51] Tuwaijri AA, Alfadhel M (2019). MYT1L mutation in a patient causes intellectual disability and early onset of obesity: a case report and review of the literature. J Pediatr Endocrinol Metab.

[52] Loid P, Mäkitie R, Costantini A, Viljakainen H, Pekkinen M, Mäkitie O (2018). A novel MYT1L mutation in a patient with severe early‐onset obesity and intellectual disability. Am J Med Genet A.

[53] Eadie BD, Zhang WN, Boehme F, Gil-Mohapel J, Kainer L, Simpson JM (2009). Fmr1 knockout mice show reduced anxiety and alterations in neurogenesis that are specific to the ventral dentate gyrus. Neurobiol Dis.

[54] Samaco RC, Fryer JD, Ren J, Fyffe S, Chao H-T, Sun Y (2008). A partial loss of function allele of Methyl-CpG-binding protein 2 predicts a human neurodevelopmental syndrome. Hum Mol Genet.

[55] Yi F, Danko T, Botelho SC, Patzke C, Pak C, Wernig M (2016). Autism-associated SHANK3 haploinsufficiency causes Ih channelopathy in human neurons. Science.

[56] Chanda S, Ang CE, Lee QY, Ghebrial M, Haag D, Shibuya Y (2019). Direct reprogramming of human neurons identifies MARCKSL1 as a pathogenic mediator of valproic acid-induced teratogenicity. Cell Stem Cell.

[57] Pak C, Danko T, Zhang Y, Aoto J, Anderson G, Maxeiner S (2015). Human neuropsychiatric disease modeling using conditional deletion reveals synaptic transmission defects caused by heterozygous mutations in NRXN1. Cell Stem Cell.

[58] Martin JF, Bradley A, Olson EN (1995). The paired-like homeo box gene MHox is required for early events of skeletogenesis in multiple lineages. Gene Dev.

[59] Stolt CC, Lommes P, Sock E, Chaboissier M-C, Schedl A, Wegner M (2003). The Sox9 transcription factor determines glial fate choice in the developing spinal cord. Gene Dev.

[60] Flaherty E, Zhu S, Barretto N, Cheng E, Deans PJM, Fernando MB (2019). Neuronal impact of patient-specific aberrant NRXN1α splicing. Nat Genet.

[61] Liu XS, Wu H, Krzisch M, Wu X, Graef J, Muffat J (2018). Rescue of fragile X syndrome neurons by DNA methylation editing of the FMR1 gene. Cell.

[62] Amaral DG, Schumann CM, Nordahl CW (2008). Neuroanatomy of autism. Trends Neurosci.

[63] Consortium TGte. (2020). The GTEx Consortium atlas of genetic regulatory effects across human tissues. Science.

[64] Satoda M, Zhao F, Diaz GA, Burn J, Goodship J, Davidson HR (2000). Mutations in TFAP2B cause Char syndrome, a familial form of patent ductus arteriosus. Nat Genet.

[65] Coursimault J, Guerrot A-M, Morrow MM, Schramm C, Zamora FM, Shanmugham A (2022). MYT1L-associated neurodevelopmental disorder: description of 40 new cases and literature review of clinical and molecular aspects. Hum Genet.

[66] Schott J-J, Alshinawi C, Kyndt F, Probst V, Hoorntje TM, Hulsbeek M (1999). Cardiac conduction defects associate with mutations in SCN5A. Nat Genet.

[67] Wegerer JV, Helinger B, Berger M, Walden J (1997). A calcium antagonistic effect of the new antiepileptic drug lamotrigine. Eur Neuropsychopharm.

[68] Rogawski MA, Loscher W (2004). The neurobiology of antiepileptic drugs. Nat Rev Neurosci.

[69] Vasconcelos FF, Sessa A, Laranjeira C, Raposo AASF, Teixeira V, Hagey DW (2016). MyT1 counteracts the neural progenitor program to promote vertebrate neurogenesis. Cell Rep.

[70] Wöhr M, Fong WM, Janas JA, Mall M, Thome C, Vangipuram M (2022). Myt1l haploinsufficiency leads to obesity and multifaceted behavioral alterations in mice. Mol Autism.

[71] Chen J, Fuhler N, Noguchi K, Dougherty JD. MYT1L is required for suppressing earlier neuronal development programs in the adult mouse brain. BioRxiv 2022. 10.1101/2022.10.17.512591.10.1101/gr.277413.122PMC1023430737100461

[72] Heyes S, Pratt WS, Rees E, Dahimene S, Ferron L, Owen MJ (2015). Genetic disruption of voltage-gated calcium channels in psychiatric and neurological disorders. Prog Neurobiol.

[73] Andrade A, Brennecke A, Mallat S, Brown J, Gomez-Rivadeneira J, Czepiel N (2019). Genetic associations between voltage-gated calcium channels and psychiatric disorders. Int J Mol Sci.

[74] Avazzadeh S, McDonagh K, Reilly J, Wang Y, Boomkamp SD, McInerney V (2019). Increased Ca2+ signaling in NRXN1α+/− neurons derived from ASD induced pluripotent stem cells. Mol Autism.

[75] Caldwell AB, Liu Q, Schroth GP, Galasko DR, Yuan SH, Wagner SL (2020). Dedifferentiation and neuronal repression define familial Alzheimer’s disease. Sci Adv.

[76] Mertens J, Herdy JR, Traxler L, Schafer ST, Schlachetzki JCM, Böhnke L, et al. Age-dependent instability of mature neuronal fate in induced neurons from Alzheimer’s patients. Cell Stem Cell. 2021;28:1533–48.10.1016/j.stem.2021.04.004PMC842343533910058

[77] Loo L, Simon JM, Xing L, McCoy ES, Niehaus JK, Guo J (2019). Single-cell transcriptomic analysis of mouse neocortical development. Nat Commun.

# Supplementary material for: MYT1L haploinsufficiency in human neurons and mice causes autism-associated phenotypes that can be reversed by genetic and pharmacologic intervention
**Source:** Mol Psychiatry. 2023 Feb 14;28(5):2122–35. doi: 10.1038/s41380-023-01959-7
**Supplement:** Supplementary file 1 — Supplementary text

**FIGURE LEGENDS SUPPLEMENTARY FIGURES**

**Supplementary Fig. 1 Generation and characterisation of *Myt1l* mutant mice.** **(A)** Gene expression analysis of human *MYT1L* and mouse *Myt1l* showed lifelong expression with developmental peak and age-associated decline. Reads per kilobase of transcript per million mapped reads (RPKM) from [1]. **(B)** Exon structure of mouse *Myt1l* on Chromosome 12: 29,578,383-29,973,212 (ENSMUSG00000061911). Exon 6 containing the ATG START codon is highlighted and the DNA sequence is displayed together with the CRISPR/Cas9 guide RNA sequence used to induce mutagenesis. **(C)** Schematic of CRISPR/Cas9-induced 7 bp deletion (dotted red line) in exon 6 inducing a frameshift (red) at amino acid (aa) 11 and terminating in a premature STOP at aa 78 in exon 9 (p.R11GfsX68). Mutant mice were identified by Sanger sequencing, which confirmed a 7-bp deletion in exon 6 of mouse Myt1l. **(D)** PCR with primer pairs P1 (wild type, blue) and P2 (mutant, red) were used to genotype *Myt1l* (+/+), (+/-), and (-/-) mice. **(E)** Normalised read counts of MYT family members *Myt1l, St18* and *Myt1* in MYT1L-deficient mice showed no nonsense-mediated decay of *Myt1l* transcript in RNA-Seq experiments. ** p-adj < 0.01, **** p-adj < 0.0001. **(F)** *Myt1l* transcript tracks confirmed the expected 7-bp deletion in exon 6 of *Myt1l* RNA. **(G)** Western blot analysis showed the expected depletion of full-length MYT1L. A smaller molecular weight band was detected in mutants at E18.5 and P0. **(H)** Representative brain sections of E15.5 mouse cortices from *Myt1l* (+/-) and (-/-) mice displayed expected decrease of nuclear MYT1L immunofluorescence signal compared to controls (+/+). Scale bar 100 μm. **(I)** Immunoprecipitation of endogenous MYT1L from *Myt1l* (*-/-*) and control (+/+) brains followed by mass spectrometry analysis revealed the expected de novo peptides resulting from the frameshift at aa 11 in *Myt1l* (-/-) but not in (+/+) conditions. Unexpectedly we found MYT1L peptide fragments starting after aa 181 in (-/-), suggesting that an internal methionine at aa 99 was used to produce N-terminally truncated (aa 99 - 1187) MYT1L. This isoform would explain the lower molecular weight band in Western blot, but would lack the nuclear localisation signal (NLS) aa 54-82. **(J)** Overexpression of full-length and N-terminally truncated (aa 99 - 1187) *Myt1l* at day *in vitro* 3 (DIV 3) in primary hippocampal cultures shown at DIV 11 by qRT-PCR quantification and representative Western blot analysis. Scatter plot of biological replicates with the median are displayed. **(K)** Nuclear intensity of FLAG-tagged truncated MYT1L (aa 99 – 1187) compared to full-length control at DIV 11 after overexpression as in J. Representative immunofluorescence images with indicated antibodies are shown, scale bar 100 µm. Bar graphs show mean values, data points from individual animals are displayed, error bars = SEM, Mann-Whitney test in panel J, unpaired t-test in panel K ** p < 0.01, **** p < 0.0001.

**Supplementary Fig. 2 Single cell RNA sequencing of MYT1L-deficient prefrontal mouse cortex after birth and CUT&RUN during development. (A)** Single cell RNA-Seq of MYT1L-deficient prefrontal cortices at birth and cell type assignment based on reference data from [2]. **(B)** Normalised transcript levels of *Myt1l* (***+/+***) confirms expression in neuronal cell populations. **(C)** Likelihood analysis of observing MYT1L-deficient (*-/-*, yellow) and control (*+/*+, black) cell enrichment in populations of specific cell types using MELD. **(D)** Beeswarm plot of MELD likelihood analysis for indicated neuronal cell type clusters with individual MYT1L-deficient (*+/-*, teal), (*-/-*, yellow) and control (*+/*+, black) cells. **(E)** Ratio of MYT1L-deficient (*-/-*, yellow) and control (*+/*+, black) cells in indicated cell type clusters. * FDR < 0.01 & abs(Log2FC) > 1. **(F)** Several non-neuronal signatures were increased (red) upon MYT1L depletion in layer II-IV (left) and layer V-IV (right) neurons based on GSEA. Shown are normalised enrichment scores (NES) of signatures with false discovery rate (FDR) ≤ 0.25. FDR * < 0.25, ** < 0.1, *** < 0.01. **(G)** Genome-wide occupancy profiles of endogenous MYT1L in the prefrontal cortex of wildtype mice determined by CUT&RUN at E18.5 (n = 3) and adult stage (n = 3). **(H)** Pie charts indicate the distribution of detected MYT1L-bound sites at annotated genomic regions. **(I)** The MYT1L DNA-binding motif (AAAGTT) is significantly enriched at bound sites at embryonic and adult stage. **(J)** Overlap of the MYT1L target genes (peaks called ± 5 kb from transcription start site) at different time points during development (remaining data for P0 shown in main figure). **(K)** Comparison of genome-wide expression changes and expression changes of significantly deregulated MYT1L target genes (P0 MY1TL CUT&RUN peak ± 5 kb from transcription start site) for indicated single cell populations. Mann-Whitney test **** p < 0.0001. For scRNA-Seq n = 2 for *Myt1l* (*-/-;* 10503 cells), (*+/-*; 13688 cells) and (*+/+*; 12072 cells), respectively.

**Supplementary Fig. 3 Characterisation of brain development and morphology of MYT1L-deficient mice.** **(A)** Quantification of SOX2+ or TBR2+ cells in the cortex of *Myt1l* (*+/-*) and (*-/-*) mice compared to (*+/+*) control at E15.5 across the same area of the entire cortex. Representative images of a ventricular and subventricular zone magnification stained with indicated antibodies are shown. n = 5, scale bar 50 µm. **(B)** Weight of *Myt1l* (+/+), (+/-), and (+/-) pups and brains at P0; n ≥ 6. **(C)** Quantification of absolute cortical length and thickness at two locations in the cortex of *Myt1l* (+/+), (+/-), and (+/-) pups at P0; n ≥ 5 for cortical length; sections of n = 3 for cortical thickness. Red lines indicate location of measured features. Bar graphs show mean values, data points from individual animals or sections are displayed, error bars = SEM, Mann-Whitney t-test * p < 0.05, ** p < 0.01, *** p < 0.001 **** p < 0.0001

**Supplementary Fig. 4 Bulk gene expression changes in *Myt1l-*mutant mice during brain development.** **(A)** Number of deregulated genes upon *Myt1l* mutation across development. Shown are genes that were down- (blue) or upregulated (red) upon MYT1L deficiency with absolute log2 fold change > 1E-05 and p-adj < 0.1. **(B)** Percentage of up- and downregulated genes shown in panel A, which are MYT1L target genes (±5 kb from transcription start site) based on CUT&RUN experiments for the corresponding time points, except all targets pooled for P22. **(C)** Ingenuity Pathway Analysis (IPA) of differentially expressed genes in the cortex of *Myt1l-*mutant mice during development. The state of activity (red) or inhibition (blue) of a signalling pathway or biological function is represented by a z-score (right-tailed Fisher’s exact test). Several pathways and functions were initially repressed and later activated upon MYT1L deficiency. **(D)** GSEA analysis showed depletion of mid-foetal (blue) and enrichment of early-foetal (red) neural development–related gene sets among the genes deregulated in *Myt1l* (*+/-*) and (*-/-*) mutant brains compared to control at E18.5. Several non-neuronal gene signatures were increased (red) in MYT1L-mutant brains at E18.5, P22, and 3 months, while neuronal signatures were decreased (blue) at E18.5 and P22 based on GSEA. Shown are normalised enrichment scores (NES) of signatures with false discovery rate (FDR) ≤ 0.2. FDR * < 0.2, ** < 0.1, *** < 0.01. **(E)** Deregulated genes in MYT1L-deficient mouse brains at E18.5 and P22 display significant (turquoise) overlap with genes linked to epilepsy, schizophrenia, and ASD determined by Fisher’s exact test. **(F)** Overlap of genes up- or downregulated upon *Myt1l* mutation in mouse prefrontal cortex at 3 months and genes that are up- or downregulated at adult stage in other MYT1l and mental disease mouse models [3–5] determined by GeneOverlap. **(G)** Overlap of genes up- or downregulated upon *Myt1l* mutation in mouse cortex at E18.5, P0, P22 and 3 months with genes that are up- or downregulated in ASD-patient brains [6, 7] determined by GeneOverlap. For RNA-Seq analysis n ≥ 5 E18.5, n ≥ 4 P0 for (*+/+*), (*+/-*) and (*-/-*) respectively; n = 6 P22, n ≥ 3 adult for (*+/+*) and (*+/-*) respectively.

**Supplementary Fig. 5 *Myt1l-*mutant mice exhibit behaviour phenotypes.** **(A)** Number of ultrasonic vocalisations (USVs) in *Myt1l (+/-)* mutant compared to control mice at P5 and P8. Pie chart comparing indicated call types at P8 between *Myt1l* mutants and controls; P5: n = 26 for (+/+) and n = 51 for (+/-), P8: n = 25 for (+/+), n = 30 for (+/-). **(B)** Open field experiment analysis of time spent and distance travelled in corners comparing wild type and mutant animals at P23. Distance travelled in centre is displayed separately for male and female mice; n = 25 for (+/+) and n = 29 for (+/-). **(C)** Elevated plus maze observations showed that at P22 *Myt1l*-deficient (*+/-*) mice, due to hyperactivity, spent more time and moved more within open arms and visited both closed and open arms more often compared to control animals; n = 25 for (+/+) and n = 29 for (+/-). **(D)** LABORAS automated home cage observation of indicated features in two months-old mice; n = 24 for (+/+) and n = 29 for (+/-). **(E)** Social chamber experiments showed that female *Myt1l* (*+/-*) mutants, like controls, displayed expected social exploration behaviour for littermates (mates) and novel mice of the same sex at the age of one month; n = 8 for (+/+) and n = 9 for (+/-). **(F)** In marble burying experiments *Myt1l* (*+/-*) mutants exhibited decreased number of burying events, but no significant change in time spent or number of marbles buried compared to controls; n = 25 for (+/+) and n = 28 for (+/-). Behaviour experiments were performed using three independent cohorts. Bar graphs show mean values, data points from individual animals are displayed, error bars = SEM, Mann-Whitney test * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

**Supplementary Fig. 6 Engineered human embryonic stem cells with a heterozygous conditional knockout allele of *MYT1L.*** **(A)** Exon structure of human *MYT1L* on chromosome 2: 1,789,113-2,331,664 (ENSG00000186487). Exon 6 containing the ATG START codon is highlighted and the DNA sequence is displayed together with the CRISPR/Cas9 guide RNA sequence used to induce mutagenesis. **(B)** Schematic of targeting construct used for homologous recombination in male H1 ES cells with *neomycin* (neo) selection cassette, cre (loxP) and flp (FRT) recombinase-specific recognition sequences, respectively. Flp-induced recombination removed neomycin selection cassette and cre-mediated recombination deleted exon 7, resulting in a frameshift (red) starting in exon 8 at amino acid (aa) 19 and terminating in a premature STOP at aa 69 in exon 9 (p.V19AfsX51). **(C)** Genotyping PCR with primer pairs P1 (left arm) and P2 (right arm) were used to identify successfully targeted clones. Clone C and H, subsequently referred to as clone 1 and clone 2, resulted from two independent targeting experiments and were used for this study. **(D)** Genotyping PCR with primer pairs P3 (loxP/wt), P4 (flp/wt), and P5 (neo) were used to verify successful heterozygous targeting and neomycin cassette removal upon flp-mediated recombination in clone 1 and clone 2. **(E)** Heterozygous targeting was confirmed by Sanger sequencing that showed insertion of loxP sites within one allele and insertion of silent G > A mutation (red box) to remove the PAM site (yellow box) in both alleles of human *MYT1L* clone 1 and clone 2*.* **(F)** Normalised transcript counts of *MYT1L*, *ST18,* and *MYT1L* 1 and 6 weeks after transcription factor-mediated induced human neurogenesis. n = 4 (clone 1) for (*+/fl*) and (+/-), respectively. * p-adj < 0.1, **** p-adj < 0.0001. **(G)** Western blot quantification of MYT1L levels 6 weeks after induction of neurogenesis normalised to control. Representative Western blot images using indicated antibodies are shown; n = 3. Unpaired t-test **** p < 0.0001.

**Supplementary Fig. 7 Gene expression changes upon conditional heterozygous *MYT1L* deletion in human induced neurons.** **(A)** Selected top gene ontology (GO) terms and p-values of genes that are down- (blue) or upregulated (red) upon MYT1L depletion one or six weeks after induced neurogenesis. No significant (ns) GO term enrichment for downregulated (blue) genes at week 6. **(B)** Comparison of top GO terms of down- (blue, left) or upregulated (red, right) genes upon MYT1L depletion in mice (E18.5, P0, P22, adult) and human induced neurons (week 1 and week 2). A detailed list can be found in Table S6. **(C)** Volcano plot for differentially expressed genes in MYT1L-deficient human induced neurons 6 weeks after transcription factor-mediated induced human neurogenesis. Highlighted are genes that are down- (blue) or upregulated (red) upon MYT1L depletion with absolute log2 fold change > 0.2 and p-adj < 0.1. **(D)** The MYT1L DNA binding motif AAAGTT is significantly enriched at up-regulated genes from panel C. **(E)** Clustergram of upregulated genes (rows) upon MYT1L depletion one (left) or six (right) weeks after induced neurogenesis. Red cells in the matrix indicate if a gene is associated with indicated transcription factor (TF) motif, 100 up-regulated genes are displayed based on top 3 enriched TF motifs (columns). **(F)** Several non-neuronal signatures were increased (red) upon MYT1L depletion after transcription factor-mediated human neurogenesis after one and six weeks of differentiation based on GSEA. Shown are normalised enrichment scores (NES) of signatures with false discovery rate (FDR) ≤ 0.2. FDR * < 0.2, ** < 0.1, *** < 0.01. A-E displays data for representative clone 1. **(G)** Ingenuity Pathway Analysis (IPA) of differentially expressed genes in MYT1L-depleted human induced neurons. The state of activation (red) or inhibition (blue) of a pathway or biological function is represented by a z-score (right-tailed Fisher’s exact test). Results are displayed for two clones 1 and 6 weeks after transcription factor-mediated induced human neurogenesis. Clone 1 n = 4 day 7, n = 4 day 43, clone 2 n = 5 day 7, n = 5 day 43 for (*+/fl*) and (*+/-*), respectively.

**Supplementary Fig. 8** **Neuronal** **branch length and bifurcations of human MYT1L-mutant neurons. (A)** Total branch length (sum) and number of bifurcations of *MYT1L* (+/-) human induced neurons 10 days after induced neurogenesis compared to *MYT1L* (+/*fl*) control. **(B)** Total branch length (sum) and number of bifurcations of *MYT1L* (+/-) human induced neurons 6 weeks after induced neurogenesis compared to *MYT1L* (+/*fl*) control. **(C)** Representative traces for (*+/fl,* black) and (+/-, teal) of clone 1 at week 6 after induced neurogenesis are shown. Scale bar 100 µm. Bar graphs show mean values of representative clone 1, number of analysed cells and independent replicates are indicated in the bar graph. Error bars = SEM. Mann-Whitney-test, ns not significant.

**Supplementary Fig. 9 Chemical WNT and NOTCH pathway inhibition can in part rescue transcriptional changes upon MYT1L depletion in induced human neurons.** **(A)** Overlap of genes up- or downregulated upon *MYT1L* mutation in human induced neurons at day 7 with genes that are up- or downregulated in MYT1L-depleted neurons upon WNT and NOTCH inhibition via XAV939 and DAPT based on RNA-Seq and determined by GeneOverlap indicate that deregulated genes in MYT1L-deficient human induced neurons can be partially normalised by inhibitor treatment. n = 8 for (*+/fl*) and (*+/-*), respectively, n = 4 (*+/-*) + each inhibitor treatment, respectively. **(B)** Example genes, which increased or reduced expression in MYT1L-depleted induced human neurons at day 7 that could be restored by inhibitor treatment. n = 4 for (*+/fl*) and all (*+/-*) samples, respectively, DESeq2 analysis * p < 0.05, ** p < 0.01, **** p < 0.0001, ns = not significant. **(C)** Examples of transcription factors that peak in expression early during induced neurogenesis based on published transcriptome data [8] displayed as z-score are initially (week 1) down and later (week 6) significantly upregulated during induced neurogenesis in MYT1L-mutant neurons, indicating delayed neurogenesis. Deregulation of gene expression based on RNA-Seq is displayed as fold change compared to control. n = 4 for (*+/fl*) and (*+/-*), respectively. **(D)** Genes from panel C, which are downregulated in *MYT1L* (+/-) neurons compared to (*+/fl*) control early during development were upregulated upon WNT and NOTCH inhibition via XAV939 and DAPT. Deregulation of gene expression based on RNA-Seq is displayed as fold change compared to control ((*+/fl*) or (*+/-*) without inhibitor), n = 8 for (*+/fl*) and (*+/-*), respectively, n = 4 (*+/-*) + each inhibitor treatment, respectively. All data is from clone 1.

**Supplementary Fig. 10 MYT1L-deficient induced human neurons display network hyperactivity.** **(A)** Inverse correlation of MYT1L protein levels and MEA hyperactivity. MYT1L depletion compared to control was determined by Western blot and plotted against the increase in spikes between depleted and isogenic control neurons for both clone 1 and 2. Effective heterozygous MYT1L depletion (~50%) caused by efficient cre-virus transduction resulted in increased number of spikes compared to suboptimal transduction that resulted in incomplete (< 50%) depletion. **(B)** Increased spike frequency of *MYT1L* (+/-) human induced neurons compared to control on MEA developed early during induced neurogenesis and did not normalise over time. Data from clone 1. **(C)** Compared to control, *MYT1L* (+/-) clone 1 exhibited significant changes in burst and inter-burst intervals. Remaining data for clone 1 shown in the main figure. **(D)** Clone 2, like clone 1, displayed significantly increased spikes and bursts and exhibited a trend towards increased network spikes and decreased inter-burst intervals compared to controls. Bar graphs display mean values with number of MEA wells from indicated biological replicates, error bars = SEM, unpaired t-test for panel B, Mann-Whitney test for panel A, C, D. * p < 0.05, ** p < 0.01, ns = not significant.

**Supplementary Fig. 11 Electrophysiology of primary mouse hippocampal and cortical neurons in culture.** **(A)** Multi-electrode array-based functional analysis of cultured *Myt1l* (*+/-*; teal) and (*-/-*; yellow) mutant neurons derived from the hippocampus of newborn mice over time. Compared to control, *Myt1l* (*+/-*) and (*-/-*) mutant neurons exhibited significantly increased spikes over several days *in vitro* (DIV) along with significant changes in burst and inter-burst intervals. **(B)** Overexpression of N-terminally truncated (aa 99 - 1187) *Myt1l* did not result in electrophysiological hyperactivity on MEA compared to full-length *Myt1l*, indicating no dominant negative effect of the truncated protein. **(C)** Time-resolved MEA analysis of cortex-derived cultured *Myt1l* (*+/-*) and (*-/-*) mutant neurons from newborn mice compared to control. **(D)** Spontaneous excitatory postsynaptic currents (sEPSCs) were recorded at a holding potential of -70 mV for control (+/+) and *Myt1l* (+/-) and (-/-) mutant neurons-derived from the hippocampus of newborn mice at DIV11. Representative sEPSC traces and quantification of mean amplitude and frequency normalised to control. **(E)** Miniature excitatory postsynaptic currents (mEPSCs) of neurons derived as in D were recorded at a holding potential of -70 mV in the presence of tetrodotoxin (TTX) for control *Myt1l* (*+/+*), (*+/-*), and (*-/-*) mutant cells. Representative traces and quantifications are shown. **(F)** Quantification of neuronal branch length and bifurcations in *Myt1l* (*+/-*), and (*-/-*) mutant primary hippocampal cells compared to control at DIV 11. Representative traces are shown, scale bar 100 µm. Bar graphs display mean values with number of wells or cells from indicated biological replicates, error bars = SEM, One way ANOVA for panel A and C-F, Mann-Whitney test for panel B, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001.

**Supplementary Fig. 12 Electrophysiology of CA1 neurons in acute brain slices.** **(A)** Electrophysiological characterisation of CA1 neurons in brain slices derived from 4-6 weeks-old *Myt1l* (+/+) and (+/-) mice showed no difference in measured intrinsic properties of the cells (action potential (AP) firing upon current injection, input resistance (R_in_), half-width, sag ratio and resting membrane potential (RMP)). **(B)** Increased spontaneous inhibitory postsynaptic current (sIPSC) frequency of CA1 pyramidal neurons in acute mouse brain slices. Representative traces, quantification and cumulative distributions are shown, bar graphs display mean values with number of patched cells from indicated biological replicates, error bars = SEM, Mann-Whitney-test * p < 0.05.

**Supplementary Fig. 13 Genetic and pharmacologic intervention can revert phenotypes induced by MYT1L depletion in cultured neurons and mice.** **(A)** Deregulated non-neuronal MYT1L target genes in *MYT1L*-deficient human neurons (week 6) and primary mouse neurons at day *in vitro* 11 (DIV11). Deregulation of gene expression based on RNA-Seq is displayed as fold change compared to control, n = 4 (human) for (*+/fl*) and (*+/-*), n = 3 (mouse) for (+/+) and (+/-), respectively. Tissue expression data from GTEx portal is displayed as z-score. Top 15 deregulated genes are displayed in main figure. **(B)** Representative Western blot images using indicated antibodies show overexpression of MYT1L in primary hippocampal *Myt1l* (+/-) and (-/-) cultures at DIV11 upon transduction at DIV3. **(C)** Upregulation of *Tubb3* and *Myt1l* in primary hippocampal cultures at DIV11 determined by qRT-PCR upon overexpression as in B. Graphs show scatter plots with the median displayed; n ≥ 13. **(D)** *SCN5A* knockdown by shRNAs compared to scrambled control shRNA could be confirmed in primary hippocampal cultures at DIV 11 and human induced neurons 6 weeks after induced neurogenesis by qRT-PCR. **(E)** LABORAS automated home cage observation showed significant increase in rearing and locomotion in mutant mice compared to control littermates. Acute application of 20 mg/kg lamotrigine can normalise this phenotype towards untreated control levels, while lamotrigine treated wildtype mice also display decreased rearing and locomotion; vehicle: n = 19 for (+/+) and n = 25 for (+/-), lamotrigine: n = 17 for (+/+) and n = 21 for (+/-) from three independent cohorts. For qRT-PCR scatter plots with the median are shown. Bar graphs display mean values with number of animals from indicated biological replicates, error bars = SEM, Mann-Whitney test for panel C, unpaired t-test for panel D, Two-way ANOVA for panel E, * p < 0.05, ** p < 0.01, *** p < 0.001, **** p < 0.0001, ns = not significant.

**SUPPLEMENTARY MATERIALS AND METHODS**

**Statistical analysis:** No statistical methods were used to predetermine sample size. Data are presented as means ± SEM unless stated otherwise (all values including statistical analysis are available in Supplementary Table S13). The number of technical and biological replicates are indicated in the figure or in the figure legend and in Supplementary Tables S2-8 for next-generation sequencing analysis. The distribution of the data was determined using Shapiro-Wilk test and based on the results statistical analysis was performed using t-test, Mann-Whitney test or analysis of variance (ANOVA) test with Dunn’s correction for multiple testing. Primary cultures were randomly prepared for the different genotypes. Cells for patch clamp analyses were randomly picked. Mice in behaviour studies were randomly allocated to treatment groups. Other experiments were not randomized. The investigators were blinded to the genotype of the cells for patch clamp recordings. The primary culture preparation was performed blinded to the genotype of the mice. For all other experiments and the analyses, the investigators were not blinded. Illustrations were generated using Affinity Designer and BioRender.

**Targeting and maintenance of human embryonic stem cells:** H1 (male) human embryonic stem cells (ESCs) (WiCell) were maintained feeder-free in mTeSR Plus medium (Stem Cell Technologies). To target *MYT1L,* H1 cells were transfected while seeding onto neomycin and puromycin-resistant SNL feeder cells (Merck) with a plasmid containing CRISPR/Cas9 (pX330-hsMYT1L) and a guide (AGGAGAAGCGGCATCGCACG) against *MYT1L* (ENSG00000186487) exon 6, together with a *MYT1L* targeting construct (pFLIP-hsMYT1L) and a puromycin resistance conferring plasmid (pSico-puro) using FuGENE 6 (Promega) (Supplementary Table S11). The *MYT1L* targeting construct contained *MYT1L* exon 6 and 7 with exon 7 flanked by loxP sites, which resulted in a frameshift and a premature STOP codon upon cre-recombination (Supplementary Fig. S6). Additionally, the targeting construct included a neomycin-resistance gene flanked by frt sites and *MYT1L* homology arms to enhance homologous recombination upon CRISPR/Cas9-mediated mutagenesis. Puromycin (2 µg/ml c.f.) was added 2 days after transfection for 2 days to select transfected cells followed by neomycin (300 µg/ml c.f.) addition for 1 week to select cells with stable expression of the targeting cassette. Resulting ES cell colonies were individually picked and expanded on SNL feeder cells in human ESC medium (DMEM/F12 (L-Glutamine), 20% knockout serum, glutamax, non-essential amino acids, sodium pyruvate and penicillin/streptomycin, bFGF (200 µl 10 µg/ml in 630 ml; all from Invitrogen), beta-mercaptoethanol (Sigma) and 10 µM Y-27632 (Axon Medchem). Correctly targeted colonies were confirmed by PCR screening and Sanger sequencing (Supplementary Fig. S6). To excise the integrated neomycin resistance, 2 clones from independent targeting experiments were selected and transfected while seeding onto puromycin-resistant SNL feeder cells with a plasmid containing flippase (flp-puro) using FuGENE 6 (Promega). Puromycin (2 µg/ml c.f.) was added 2 days after transfection for 2 days to select flippase transfected cells followed by expansion to pick individual subclones on feeder cells in human ES medium containing 10 µM Y-27632. Neomycin-cassette removal in targeted *MYT1L* (*+/fl*) colonies was confirmed by PCR (Supplementary Fig. S6). Cre-recombination resulted in a ~50% reduction in MYT1L protein levels in resulting human neurons (Fig. 4). Cells were tested to be sure they were negative for mycoplasma contamination. Stem cell work was based on the German Stem Cell Act approved by the Robert Koch-Institute.

**Generation of knockout mice:** To generate *Myt1l* mutant mice a guide RNA (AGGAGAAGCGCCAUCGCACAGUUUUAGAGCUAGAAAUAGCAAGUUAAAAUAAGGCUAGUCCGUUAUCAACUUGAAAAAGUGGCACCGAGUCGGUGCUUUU) targeting *Myt1l* (ENSMUSG00000061911) exon 6 was loaded onto Cas9 protein (Synthego) and electroporated into C57BL6/N zygotes following published protocols [9]. Embryos were briefly cultured to confirm viability and then transferred to pseudo-pregnant surrogate mice for gestation. Offspring were screened for frameshift mutations in exon 6 using PCR followed by Sanger sequencing. Founders carrying a 7-bp frameshift mutation in exon 6 were bred with wild type C57BL/6N mice (Jackson Laboratories) to confirm germline transmission. The 7-bp mutation in exon 6 of *Myt1l* is predicted to cause a frameshift at amino acid (aa) 11 that terminates in a premature STOP at aa 79 in exon 9, similar to a reported patient case with a premature STOP at aa 75 [10] (Fig. 1, a and Supplementary Fig. S1). F1 pups from the founder were genotyped by sequencing as above, then bred to generate experimental animals. Subsequent genotyping of each generation was conducted with wildtype and mutant allele specific PCR primers (Supplementary Table S9) using Phusion polymerase and the following PCR conditions: 95°C for 5 min, 95°C for 30 s, 59°C for 30 s, 72°C for 20 s, repeat 2-4 for 35 cycles, 72°C for 5 min, and hold at 4°C. Generation of knockout mice was performed at Stanford University and approved by the Institutional Animal Care and Use Committee. Breeding was approved by the Regierungspräsidium in Karlsruhe (G-193/19).

**MYT1L immunoprecipitation and mass spectrometry:** For each immunoprecipitation, one hemisphere of P0 mice was flash-frozen in liquid nitrogen. The frozen tissue was lysed in 1 mL lysis buffer containing (in mM): 0.5% Tween-20, 50 Tris pH 7.5, 2 EDTA, 1 DTT, 1 PMSF, 5 NaF (all from Sigma), and complete protease inhibitor (Roche) for 15 min at 4 °C and processed for MYT1L immunoprecipitation as described previously[11]. Bound proteins were enzymatically digested and peptides were resolved using the Easy NanoLC1200 fitted with a trapping (Acclaim Pepmap C18, 5μm, 100 Å, 100μm x 2cm) and an analytical column (nanoEase M/Z Peptide BEH C18 Column, 130Å, 1.7 µm, 75 µm X 250 mm) followed by mass spectrometric analysis (Fusion Orbitrap; Thermo Fisher Scientific). The peptides were introduced to the mass spectrometer via a Sharp Singularity Emitter 365 μm OD x 20 μm ID, length of 8 cm (Fossiliontech) and a nano-source spray voltage of 2 kV. The ion transfer tube temperature was set to 275 °C. Full scan MS^1^ spectra were acquired within the range (m/z) of 375-1500 in the Orbitrap detector with a resolution of 120000. The maximum injection time was set to 50 ms and automatic gain control target (AGC) to 1x10^6^ ions. The most abundant ions within a 3 sec cycle time window were selected for fragmentation. Ions with unassigned charges and charges of 1 or >5 were excluded. Dynamic exclusion was set to 40 sec with a mass tolerance of ±10 ppm. For the MS^2^ scans the quadrupole was used with an isolation window of 1.6 m/z. For peptide fragmentation higher-energy collisional dissociation (HCD) was used at 33%. MS^2^ scans were acquired in the linear ion trap that was operated in the rapid ion scan rate with an AGC target of 1x104 ions or a maximum injection of 50 ms. MS^2^ scans were acquired as centroid data type. Data were processed using Maxquant software 2 (version 1.6.17.0). The search was performed against the mouse Uniprot canonical database (downloaded 04/2019) containing only reviewed entries. Enzyme digestion in Maxquant settings was set to Trypsin allowing for maximum of up to 3 missed-cleavages. Protein N-term acetylation, methionine oxidation, deamidation (NQ) were set as variable modifications and carbamidomethylation of cysteine as a fixed modification. Minimum unique peptides option was set to 1. Match between runs was enabled by setting the match time window at 0.4 min. Both intensity-based absolute quantification and label free quantification values were calculated. Peptide and protein hits were filtered at a false discovery rate (FDR) of 1% with a minimal peptide length of 7 amino acids. The reversed sequences of the target database were used as a decoy database. Second peptide search for the identification of the chimeric MS^2^ spectra was enabled. All other Maxquant options were left to their default settings. Maxquant output tables were analysed with Microsoft Excel and R statistical software environment version 4.0.3 (Supplementary Table S1).

**Primary tissue dissection and cell culture:** Mouse glial cells were isolated from forebrains of wild-type CD1 (Jackson Laboratories) at P0 and maintained in MEF media (DMEM; Invitrogen) containing 10% cosmic calf serum (CCS; Hyclone), beta-mercaptoethanol (Sigma), non-essential amino acids, sodium pyruvate and penicillin/streptomycin (all from Invitrogen) and passaged twice before experiments. For primary neuronal cultures, the hippocampus or the cortex of P0 *Myt1l* mutant or control mouse pups were isolated as published previously [12] and cultured on Matrigel (Corning)-coated coverslips or PEI (Polysciences)-laminin (Invitrogen)-coated MEA plates (Axion) in MEM supplemented with 2% B27, 0.04% glucose, 2 mM L-glutamine and 5% FBS (all from Invitrogen) for one day and then in Neurobasal-A medium supplemented with 2% B27, 2 mM L-glutamine and 5% FBS (all from Invitrogen). Three days after plating the medium was supplemented with 2 µM Ara-C (Sigma) and half of the medium was changed every 2 days for the duration of the experiment. All cells were grown at 37 **°**C and 5% CO_2_. For overexpression or knockdown, the cells were transduced with lentivirus encoding indicated constructs on day *in vitro* 3 (DIV3). Doxycycline was added right before transduction on DIV3 to induce transgene expression.

**Virus production:** Lentivirus was produced by transfection of lentiviral backbones containing the indicated transgenes together with third-generation packaging plasmids into HEK293 cells (CRL-1573, ATCC) following the Trono laboratory protocol [13] (Supplementary Table S11). Virus was concentrated from culture supernatant by ultra-centrifugation (23000 rpm, 2 h, 4 **°**C) and either stored at -80° C or used directly for transduction.

**Generation of human neurons:** Human neuron generation by transcription factor overexpression has been described previously [14]. In brief, on day -1 *MYT1L* (+/fl) human ESCs were treated with Accutase (Gibco) and plated on Matrigel (Corning)-coated 6-well plates in mTeSR Plus containing 10 µM Y-27632 (Axon Medchem). While plating, lentivirus encoding doxycycline-inducible Ngn2, rtTA and either cre-recombinase or an inactive truncated Δcre-recombinase, all under control of the ubiquitin promoter, were used to transduce the cells. For shRNA-mediated gene knockdown, the cells were additionally transduced with lentivirus encoding a *SCN5A* targeting or scrambled control shRNA construct. For morphology analysis, cells were additionally transduced with lentivirus encoding labelling with a channelrhodopsin-mCherry construct. On day 0, Doxycycline (2 mg/ml, Sigma) was added to induce Ngn2 expression and retained in the medium until day 14. On day 1, cells were treated with Accutase (Gibco) and plated on Matrigel (Corning)-coated 6-well plates in DMEM/F12 containing N2-supplement, non-essential amino acids (all from Invitrogen), human BDNF (10 ng/ml, PeproTech), human NT-3 (10 ng/ml, PeproTech), and mouse Laminin-1 (0.2 mg/ml, Invitrogen) containing 10 µM Y-27632 (Axon Medchem) and puromycin (2 µg/ml c.f.) was added for 3 days to select infected cells. On day 4, neuronal cells were treated with Accutase and replated in Neurobasal-A medium supplemented with B27/glutamax (Invitrogen) containing BDNF, NT3, Laminin-1, and Ara-C (2 µM, Sigma). For day 7 harvest, neuronal cells were seeded on Matrigel-coated 12-well plates without addition of glia. WNT and NOTCH inhibition was performed by supplementing the media from day 1 to day 4 with either 10 µM N-[N-(3,5-difluorophenacetyl)-l-alanyl]-S-phenylglycine t-butyl ester (DAPT; Sigma), 15 µM Tetrahydro-2-[4-(trifluoromethyl)phenyl]-4H-thiopyrano[4,3-d]pyrimidin (XAV939; Santa Cruz), or both. For functional maturation, neuronal cells were seeded on Matrigel-coated coverslips or PEI-laminin-coated MEA plates (Axion) together with primary mouse glia with media changes every 2 days. After 1 week media was gradually exchanged with MEM supplemented with 0.5% glucose, 0.02% NaHCO3), 2 µM Ara-C (all Sigma), Transferrin (100 µg/ml c.f.; Merck), 5% FBS, B27, 0.5 mM L-glutamine (all Invitrogen), following media changes every 3–4 days for the duration of the experiment. All cells were grown at 37 **°**C and 5% CO_2_.

**EdU labelling and immunostaining of mouse brain sections:** Timed-pregnant females were intraperitoneally injected at E14.5 with EdU (30 mg/kg body weight) (Life Technologies). After 20 h embryonic brains were harvested. Embryonic brains and brains of newborn mice were dissected, fixed in 4% PFA for 24 h and cryoprotected in 30% sucrose in PBS for 48 h. Brains were placed in OCT compound (Fisher HealthCare), frozen using dry ice and sectioned at 20 μm (embryonic) or 50 µm (P0) on a cryostat (Leica Biosystems). EdU detection was performed with the Click-iT EdU Alexa Fluor 488 imaging kit protocol (Life Technologies) according to the manufacturer’s instructions. Immunolabeling was carried out on slide-mounted cryosections following standard protocols and mounted using S3023 Fluorescence Mounting Medium (Agilent). Antigen retrieval of slide-mounted cryosections was performed for SOX2 and TBR2 immunostaining using Antigen Retrieval Citra Plus Solution (BioGenex) according to manufacturer’s protocol. Images were acquired using a Leica TCS SP5 confocal microscope equipped with a 40X / NA 1.3 HCX PL APO oil objective and LAS AF software (Leica) or a Zeiss LSM700 confocal microscope equipped with a 10X / NA 0.3 air objective and using Zen 3.0 Software (black edition; Zeiss). Q-fraction analysis followed previously established practices [4]. In brief, midcortical 200-μm-wide segments were imaged and EdU+Ki67− cells positioned basal to the SVZ counted, followed by the count of all EdU+ cells. The ratio of the two counts represented the Q-fraction. The number of TBR2+ and SOX2+ cells was determined in midcortical 265-µm-wide segments using an in-house developed Fiji macro. All quantifications were carried out at equivalent anteroposterior positions between genotypes.

**Brain morphology analysis:** For analysis of cortical length, P0 mice were decapitated and the brains were removed from the skull and weighed before they were placed in 4% PFA (Bosterbio). After 24 h fixation, the brains were placed next to a ruler and photographed. The maximal cortical anteroposterior length was measured using Adobe Illustrator and normalised to the respective brain weight. For analysis of cortical thickness, P0 mice were decapitated, the brains were removed from the skull and placed in 4% PFA (Bosterbio) for 24 h. After fixation, the brains were cryoprotected in 30% sucrose in PBS (all from Invitrogen) for 3 days and then frozen on dry ice. Frozen brains were cut coronally in 50-µm sections on a cryotome (Leica Biosystems). Sections were stained with indicated antibody and mounted with Vectashield mounting medium (Vectorlabs). Sections were aligned across genotypes using subcortical anatomical landmarks for orientation (hippocampal length, thalamic size), and images at different positions throughout the brain were acquired using the 4× objective of the DMIL LED microscope with the DFC 300G camera and the LAS X software (all from Leica) or the 10× / 0.3 Plan-NEO Ph1 DICIII objective of the Cell Observer with the CCD camera AxioCam and the ZEN 3.0 (blue edition) software (all from Zeiss). Cortical thickness was measured at a 45° angle from the dorsal midline using Adobe Illustrator. For each section the mean of both hemispheres was used.

**Morphology and nuclear localisation analysis in neuronal cultures:** For morphology analysis of human induced neurons, channelrhodopsin-mCherry overexpressing human induced neurons were mixed 1:100 with unlabelled cells while plating on glia. For morphology analysis of mouse primary cultures, cells were transduced at a low multiplicity of infection with lentivirus encoding doxycycline-inducible tdTomato and *rtTA* under control of the Synapsin promoter on DIV3. Doxycycline was added right before transduction on DIV3. Neurons were washed with PBS and fixed using 4% PFA in PBS (Bosterbio) for 10 min at indicated timepoints. Cells were then permeabilised in 0.25% Triton X-100 (Sigma) in PBS for 10 min, blocked in a solution of PBS containing 5% normal goat serum (Jackson ImmunoResearch) for 1 h, followed by incubation with primary antibody diluted in PBS containing 2.5 % normal goat serum overnight at 4 °C. Cells were washed 3 times in PBS containing 2.5% normal goat serum prior to incubation for 1 h at RT with secondary antibodies. Next, cells were washed 3 times in PBS containing 2.5% normal goat serum and incubated for 5 min with 100 ng/ml DAPI (Invitrogen). Finally, cells were washed with deionised water and coverslips were mounted using S3023 Fluorescence Mounting Medium (Agilent). Tile scan imaging of human induced neurons was performed using Zeiss Cell Observer equipped with a 20X / NA 0.8 Plan-Apo DIC II objective and the CCD camera AxioCam. Imaging and stitching of tiles was performed with Zen 3.0 Software (blue edition; Zeiss). Imaging of mouse primary neurons was performed using Axio Scan.Z1 slide scanner (Zeiss) equipped with 20X / NA 0.8 Plan-Apochromat air objective. All settings were kept constant throughout each experiment. Tracing of neurites and morphology analysis were performed with Fiji using SNT plugin [15, 16]. To quantify nuclear FLAG-MYT1L localisation, primary mouse neurons were fixed at DIV 11 upon overexpression of indicated constructs at DIV 3 and stained and imaged as described above. Quantification of nuclear FLAG signal was performed using Fiji. Neuronal nuclei were selected as ROI, the mean FLAG intensity of all neuronal nuclei was measured and background subtraction was performed.

**Behaviour experiments:** The mice were housed in a temperature-controlled vivarium maintained on a 12-h light–dark cycle and tests were conducted during the light cycle. All procedures were performed at the Interdisciplinary Neurobehavioral Core of Heidelberg University and approved by the Regierungspräsidium in Karlsruhe. Distress, as well as the number of animals used, was minimised. No previous analyses were performed on animals used for behavioural testing. We used mixed genotype home cages with 2 - 5 animals per cage and performed the testing on three independent cohorts of *Myt1l* (*+/-*) mice (first cohort: 5 males, 2 females; second cohort: 12 males, 13 females; third cohort: 3 males, 8 females) and (*+/+*) littermates (first cohort: 1 male, 3 females; second cohort: 2 males, 2 females; third cohort: 11 males, 7 females). The rescue experiments were performed on three independent cohorts of *Myt1l* (+/-) mice (first cohort: 6 males, 12 females; second cohort: 10 males, 18 females; third cohort: 1 male, 5 females) and (+/+) littermates (first cohort: 9 males, 7 females; second cohort: 16 males, 4 females; third cohort: 3 male, 3 females). The mice were injected intraperitoneally with the drug (20 mg/kg lamotrigine) or vehicle (5% PEG 400 in NaCl) 60 min before each behaviour test. At P4, animals were marked by foot tattoo with non-toxic animal tattoo ink (Ketchum Mfg). The SHIRPA procedure was performed at P23 on all animals to exclude motoric or sensory defects of mutant mice.

Ultrasonic vocalisation (USV): P5 and P8 pups were isolated from the mother and placed in an empty glass container (6 cm × 9.5 cm × 7.5 cm). USV was recorded for 5 min using an UltraSoundGate condenser microphone (CM16/CMPA, Avisoft Bioacoustics) placed 30 cm above the testing arena. The microphones were connected to a computer via an Avisoft UltraSoundGate USG416H audio device. The MATLAB package DeepSqueak was used for counting and categorization of the calls [17].

Elevated plus maze (EPM): The EPM is a cross-shaped platform (grey opaque plastic material) with equally sized arms (6 cm × 35 cm) and a central intersection (6 cm × 6 cm), allowing animals to move freely into each zone of the maze. Two of the arms (opposing each other) are flanked by 17 cm opaque walls; the remaining two arms are without walls. The EPM is elevated 70 cm above the floor. At P22, animals were placed in the central intersection and allowed to explore the maze with an illumination of about 80 lux for 10 min. Movements were recorded with a top-mounted video camera and analysed using the tracking software SYGNIS TRACKER.

Open field (OF): The OF is a test for motor activity and anxiety-like behaviour in mice and was performed on P23. In this test, mice were placed in the middle of a white wooden box (60 cm × 60 cm × 30 cm) with an illumination of about 80 lux for 10 min. Movements were recorded with a top-mounted video camera and analysed using the tracking software SYGNIS TRACKER. For the drug treatment, the mice were injected intraperitoneal (i.p.) with 20 mg/kg lamotrigine (Sigma-Aldrich) or vehicle (polyethylenglycol, VWR international) in NaCl 1 h before measurement.

Social chamber test (SCT): SCT was designed to assess social interaction of the test mouse with a familiar littermate and an unfamiliar mouse and was performed with one-month-old mice. The apparatus is composed of a transparent plexiglass box (20 cm × 61 cm × 40 cm) with three compartments including openings between the compartments. A wire mesh cylinder was placed in the left and right compartment. The test was subdivided into habituation time and two trials, 5 minutes each. In the habituation time, the testing mouse was introduced into the apparatus with free access to all compartments. In trial 1 (social recognition), a littermate mouse of the same sex (isolated 12 h before the trial) was placed into the right wire mesh cylinder and the subject mouse was allowed to explore all compartments. In trial 2 (social discrimination), an unfamiliar mouse of the same sex from a different strain (NMRI) was placed into the left mesh wire cylinder and the subject mouse was again allowed to freely explore all compartments. Movements were recorded with a top-mounted video camera and analysed using the tracking software SYGNIS TRACKER.

Marble Burying: Two-months-old animals were habituated in a standard cage (29 cm × 22 cm × 14 cm) for 5 min. Afterwards, 9 standard glass toy marbles (assorted styles and colours, 15 mm diameter, 5.2 g in weight) were put on the surface of the bedding in 3 rows of 3 marbles. The digging behaviour of the animal was monitored for 5 min with a video camera. Individual burying events, time spent burying and the number of buried marbles was manually analysed.

LABORAS: The LABORAS home cage observation (Metris, Netherlands) is a system that uses a carbon fibre platform to detect behaviour-specific vibration patterns produced by the animal. A home cage is placed on top of the platform, and the specific software processes the produced vibrations into various behavioural parameters. We monitored two-months-old animals over 5 h. Animals were placed individually in the calibrated cage under standard housing condition with free access to food and water. For the drug treatment, the mice were injected i.p. with 20 mg/kg lamotrigine (Sigma-Aldrich) or vehicle (polyethylenglycol, VWR international) in NaCl before being placed in the cage.

**Transcriptome analysis using RNA-sequencing:** To collect primary mouse brain samples, the cortex of E18.5 or the prefrontal cortex of P0, P22, and 3 months-old mice was dissected and placed into TRIzol (Invitrogen). Human neurons were harvested from pure cultures at day 7 or upon co-culture with primary mouse glia at day 43 by addition of TRIzol to the cultures (Invitrogen). RNA harvested in TRIzol (Invitrogen) was isolated using the RNA Miniprep kit (Zymo Research). For RNA-sequencing, libraries were prepared following the dUTP protocol [18] and paired-end sequencing reads (100 bp) were generated on NovaSeq 6000 platforms (Illumina). Raw reads were mapped to the reference genomes hg38 or mm10 using STAR [19] and differential expression determined using DESeq2 [20] (R package version 1.28.1) with size factor normalisation and Wald significance tests. For bulk mouse data, we used genetic sex as a covariate. For the human iN samples, we used sample ID as a covariate and computationally removed mouse reads for the 6-weeks samples. Raw p-value histograms were used to verify that the assumptions of the Wald test were satisfied (here: N(0, 1) null distribution for gene dispersions) before continuing. If this was not the case, we estimated the variance of the null–model from the test statistics using the package fdrtool [21] (version 1.2.15) using the Wald statistics as input (empirical null modelling). The p-values were then recalibrated based on the empirically-estimated null variance. EnhancedVolcano (version 1.8.0) (https://github.com/kevinblighe/EnhancedVolcano) was used to make volcano plots, and pheatmap (version 1.0.12) (http://CRAN.R-project.org/package=pheatmap) was used to generate heatmaps. Tissue gene expression data were obtained from the Genotype-Tissue Expression (GTEx) portal (https://gtexportal.org) [22]. GSEA was performed using signatures for specific cell types derived either from tabula muris using the top 500 most highly-expressed unique genes within each cell type, or Lander and PanglaoDB-derived signatures including the top 500 genes from each list [23–26] (Supplementary Table S12). Significance for GSEA profiles were determined by an FDR < 0.25 as described [27]. Pathway enrichment analysis was performed using Ingenuity Pathway Analysis (IPA) [28] and significantly enriched pathways were identified with the criterion p-value < 0.1 using Fisher’s exact test. For functional enrichment analysis significantly deregulated genes (p-adj < 0.1) were analysed using g:Profiler [29]. Odds ratio and gene overlap analysis was performed using the GeneOverlap R package (version 1.26.0) [30]. Overlap of deregulated genes with disease risk genes was manually determined and tested for significance using the Fisher’s exact test in R. Motif enrichment analysis at upregulated genes was performed using Enrichr and volcano plots were generated using Appyter [31, 32].

For single cell RNA-Seq experiments, prefrontal cortices from P0 mice were extracted and dissociated into single cells following the protocol for primary cultures, washed in HBSS + 0.04% BSA (Invitrogen), fixed in ice-cold 80% methanol and stored at -20° C. Barcoding oligonucleotides were designed following the ECCITE-Seq [33] scheme with an amine group at the 5’ end (Supplementary Table S9), which was used to chemically label the fixed cells following a previously published protocol [34]. We pooled ~20.000 cells from two *Myt1l* (*+/+*), (*+/-*), and (*-/-*) animals, respectively. Each pool was loaded into an individual lane of the Chromium Controller (10x Genomics). The Chromium Single Cell 5' v1 reagent kit was employed to process the samples according to the manufacturer’s instructions, with modifications in the cDNA and library preparation steps suggested by the ECCITE-Seq protocol to generate the barcoded oligonucleotide libraries in parallel. Expression and barcode libraries were then diluted to equimolar amounts, pooled in a 9 to 1 ratio and sequenced using a NovaSeq 6000 (Illumina). Single cell RNA-Seq data was analysed using 10x Genomics Cell Ranger (version 4.0.0) [35], Seurat (version 4.0) [36], and Scanpy (version 1.6.0) [37]. Cells containing fewer than 200 or greater than 4000 features, or with mitochondrial genes making up over 15% of genes, were discarded. We used scArches (v0.3.5) [38] with the scANVI model [39] to calculate latent space of dimension ten, and to assign cell type annotations by mapping our data onto reference data [2] using default parameters. Assignments were verified by marker expression. Leiden clustering was performed on latent space (default parameters, k = 15). Two clusters with average annotation probability scores <80% were annotated based on marker gene expression; microglia with *Tmem119* and *Aif1*, and blood cells with *Hba-a1* and *Hbb-bs*. These were removed for downstream analysis. Sub-populations of each cell type most affected by *Myt1l* mutation were identified using MELD (version 1.0) [40] with parameters Beta=31 and KNN=5, which were determined using grid search. To calculate the cell type ratio in our *Myt1l* mutant we normalised the number of cells assigned to each cell type by the total number of cells detected in each condition. We then determined the cell type ratios between conditions based on these normalized values. Significant changes in cell type ratios were identified using a bootstrapping method [41]. Significant differences were defined with an FDR < 0.01 and abs(Log2FC) > 1. Differential expression was performed on these sub-populations using MAST (version 1.16.0) [42] (Supplementary Table S2) within Seurat’s FindMarkers function (logfc.threshold = 0, min.pct = 0.05, all other parameters default). GSEA was performed as described above. Sequencing reads are available on NCBI GEO GSE171327.

**Chromatin binding using CUT&RUN:** The prefrontal cortex of E18.5, P0 and 3-months-old mice was prepped and single cells were prepared following the protocol for primary culture preparation. 300,000 cells per animal were washed twice with wash buffer (20 mM HEPES-KOH pH 7.5, 150 mM NaCl, 0.5 mM spermidine, and 1X Roche Complete Protease Inhibitor), then resuspended in wash buffer and added to concanavalin-A beads (Polysciences) pre-activated with cold binding buffer (20 mM HEPES-KOH pH 7.5, 10 mM KCl, 1 mM CaCl_2_, and 1 mM MnCl_2_). The bead-cell suspension was rotated at RT for 10 minutes and then split into two vials. Supernatant was removed on magnet and the beads resuspended in antibody buffer (0.2 mM EDTA, 0.05% w/v digitonin in wash buffer). Primary antibody (rabbit anti-MYT1L) or control (rabbit IgG) was added at 1:100 v/v final concentration, and the cells were incubated on a nutator at 4 °C for 2 h. Beads were washed twice with digitonin-wash buffer (0.05% w/v digitonin in wash buffer), resuspended in 700 ng/mL pAG-MNase (Protein Expression and Purification Core Facility, EMBL, Heidelberg) in digitonin-wash buffer, and rotated at 4 °C for 1 hour. Beads were washed twice with digitonin-wash buffer followed by resuspension in digitonin-wash buffer and then placed on ice. 1 µL of 100 mM CaCl_2_ was added to initiate chromatin digestion, and the mixture was incubated on ice for 30 min. 50 µL of 2x stop buffer (340 mM NaCl, 20 mM EDTA, 4 mM EGTA, 0.05% w/v digitonin, 50 µg/mL RNase A, 50 µg/mL glycogen, 0.5 ng/mL spike-in E. coli DNA) was added, and the bead suspension incubated at 37 °C for 10 min to release fragments from cells. The supernatant was subjected to phenol-chloroform extraction, and purified DNA fragments were used for library preparation and sequencing. For sequencing, libraries were prepared based on library preparation manual of NEBNext DNA Library Prep Kit for Illumina (NEB E7645), with specific modifications to make libraries from small DNA fragments (dx.doi.org/10.17504/protocols.io.wvgfe3w) and paired-end sequencing reads (40 bp) were generated on NextSeq 2000 platforms (Illumina). CUT&RUN data was analysed using the nf-core/cutandrun pipeline v1.0 (10.5281/zenodo.5653535). The Venn diagram tool from Bioinformatics & Evolutionary Genomics in Gent was used (http://bioinformatics.psb.ugent.be/webtools/Venn/). Homer findMotifsGenome.pl was run on the peak files with the parameters -size -75,75 -mask -mknown and the MYT1L motif AAAGTTW (http://homer.ucsd.edu/homer/).

**Brain slice preparation and electrophysiology:** The mice (4 – 6 weeks postnatal) were deeply anesthetized with the volatile anaesthetic isoflurane and transcardially perfused with ~30 ml NMDG aCSF containing the following (in mM) 92 NMDG, 2.5 KCl, 1.25 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 2 thiourea, 5 Na-ascorbate, 3 Na-pyruvate, 0.5 CaCl_2_ and 10 MgCl_2_, oxygenated with carbogen gas (95% O_2_ and 5% CO_2_, pH 7.3-7.4). Mice were decapitated and brains were removed. Transverse hippocampal slices of 400 µm thickness from both hemispheres were cut on a slicer (HR2; Sigmann Elektronik, Germany) in oxygenated NMDG aCSF. Slices were initially recovered in oxygenated NMDG aCSF at 34±1 °C for 11 min followed by incubation in HEPES holding aCSF containing the following (in mM) 92 NaCl, 2.5 KCl, 1.25 NaH_2_PO_4_, 30 NaHCO_3_, 20 HEPES, 25 glucose, 2 thiourea, 5 Na-ascorbate, 3 Na-pyruvate, 2 CaCl_2_ and 2 MgCl_2_, oxygenated at 23±1 °C until used. During experiments, slices were placed in a recording chamber and superfused with oxygenated aCSF containing (in mM): 125 NaCl, 25 NaHCO_3_, 1.25 NaH_2_PO_4_, 2.5 KCl, 25 glucose, 2 CaCl_2_ and 1 MgCl_2_ at 31±1 °C. CA1 pyramidal cells were identified by large somata in the stratum pyramidale with accommodating firing pattern under infrared and differential interference contrast microscope (Olympus BX51WI) [43]. The patch electrodes (3–6 MΩ) were pulled from borosilicate glasses with a filament (O.D. 1.5 mm, I.D. 0.86 mm; Science Products, Germany). For spontaneous EPSCs measurements, pyramidal cells were voltage-clamped at -70 mV with a K^+^-based internal solution containing the following (in mM): 130 K-gluconate, 10 Na-gluconate, 10 HEPES, 10 phosphocreatine, 4 NaCl, 4 MgATP, 0.3 GTP and 0.5% biocytin. For spontaneous IPSCs measurements, putative pyramidal cells were voltage-clamped at 0 mV with a Cs^+^-based internal solution containing the following (in mM): 126 Cs-gluconate, 4 Cs-Cl, 10 HEPES, 10 phosphocreatine, 4 MgATP, 0.3 GTP and 2.5 QX-314 in the presence of CNQX (10 μM) and D-APV (50 μM). All slice recordings were performed using an EPC 10 amplifier (HEKA, Germany) and data were acquired by using Patchmaster software (HEKA, Germany). Pipette capacitance was maximally compensated. Series resistance (≤ 30 MΩ) was partially compensated in voltage-clamp mode (correction 70-80% with a 10-µs lag) and fully compensated in current-clamp mode (correction 100% with a 10-µs lag). Data were excluded if the series resistance changed more than 20%. Liquid junction potentials were not corrected. Signals were filtered at 3 kHz and sampled at 20 kHz. Recordings of excitatory synaptic currents in primary hippocampal cultures at DIV11 were performed in voltage-clamp mode at -70 mV holding potential, with an internal solution containing (in mM): 130 Cs-Gluconate, 5 TEA-Chloride, 0.2 EGTA, 4 Mg-ATP, 0.3 Na-GTP, 12 Na-Phosphocreatin, and 10 HEPES-NaOH (pH adjusted to 7.4, 315 mOsm) in the presence or absence of tetrodotoxin (TTX). The following extracellular solution was used (in mM): 125 NaCl, 2.5 KCl, 25 NaHCO_3_, 0.4 Ascorbic acid, 3 Myo-inositol, 2 Sodium Pyruvate, 1.25 NaH_2_PO_4_.2H_2_0, 2 CaCl_2_, 1 MgCl_2_, 25 D(+)-glucose (pH 7.4, 315 mOsm). Culture recordings were performed using a Multiclamp 700B amplifier (Molecular Devices) controlled with Clampex 10.4 or a dual-channel HEKA amplifier controlled by Patchmaster 10 software. Culture data were analysed offline using Clampfit 10.4 and custom-written macros in IgorPro (Wavemetric). Slice EPSCs were firstly automatically detected by Mini Analysis (Synaptosoft) and then inspected manually. All recordings were performed blinded with cultures and animals originating of the same litter analysed in parallel.

**Multi-electrode array (MEA) and drug treatment:** MEA measurements were performed using the Maestro Pro multiwell device with the Axis Navigator software and 48-well plates containing 16 electrodes per well (all from Axion Biosystems). The data was acquired using a sampling rate of 12.5 kHz and filtered using a 200−3000 Hz Butterworth bandpass filter. The detection threshold was set to 6 × standard deviation of the baseline electrode noise. After equilibration for 20 min, spontaneous activity was recorded for 10 min at the indicated days. For acute treatments of human induced or mouse hippocampal neurons, 10 µM lamotrigine (Targetmol) was added per well and the plate was measured before and 2 h after the treatment. The spike raster plots were produced using the Neural Metric Tool (Axion Biosystems). The spike list files were used to analyse the data in R Studio with the MEA analysis package meaRtools for interpretation of neuronal activity patterns [44]. Wells in which fewer than 4 electrodes were active (> 1 spike / min) were considered inactive and removed from analyses. Bursts were detected with the maximum interval algorithm (min number of spikes: 5, max inter-spike interval: 100 ms). If neurons on ≥ 3 electrodes fired in a time window of ≤10 ms, it was considered a network spike.

**Quantitative real time polymerase chain reaction (qRT-PCR):** Samples were harvested in TRIzol (Thermo Fisher Scientific) and RNA was isolated using the Quick RNA Miniprep kit (Zymo Research) following the manufacturer’s instructions. Extracted RNA samples were stored at -80°C until use. cDNA synthesis was performed with the LunaScript RT Super Mix Kit (NEB) according to the manufacturer’s guidelines. For each qPCR reaction, 5 μL Power SYBR Green PCR Master Mix (Thermo Fisher Scientific) were mixed with 2.1 μL nuclease-free water, 0.4 μL 10 μM primer mix, containing 5 μM forward and 5 μM reverse primer (Table S9) and 2.5 μL cDNA. Quantitative assessment of gene expression was performed in a 384-well format with the QuantStudio5 Real Time PCR system (Thermo Fisher Scientific).

**SDS Polyacrylamide Gel Electrophoresis (SDS-PAGE) and Western blot:** Cultured cells were directly harvested in SDS-PAGE sample buffer containing benzonase (1:100, Merck). Brain samples were lysed in RIPA buffer containing complete protease inhibitor (1:100, Roche), sonicated and concentrations were determined using a BSA standard (Merck) and a BCA protein assay (Thermo Fisher Scientific). Samples were separated using NuPAGE 4-12% Bis-Tris gels (Thermo Fisher Scientific) in MOPS SDS running buffer (Thermo Fisher Scientific). Proteins were transferred onto nitrocellulose membranes in transfer buffer (Thermo Fisher Scientific) using a wet transfer system. For normalisation, total protein stain was performed with Revert-700 total protein stain according to manufacturer’s protocol (LICOR). Proteins were detected with corresponding antibodies (Table S10) using the ODYSSEY CLx Imaging System (LI-COR).

**Plasmid constructs:** DNA constructs were generated by DNA synthesis (IDT) followed by ligation into restriction digested vectors using indicated enzymes and T4 DNA ligase (all from NEB). A complete list of all constructs and primers generated in this study can be found in Supplementary Table S9&11.

**Antibodies:** A complete list of all primary antibodies used in this study can be found in Supplementary Table S10. Secondary Alexa-conjugated antibodies (all from Invitrogen) were used at 1:2000 for immunostaining of cultured cells and 1:400 for brain sections and secondary IRDye-conjugated antibodies were used at 1:10000 (all from LI-COR).

REFERENCES

1. Cardoso-Moreira M, Halbert J, Valloton D, Velten B, Chen chunyan, Shao Y, et al. Gene expression across mammalian organ development. Nature. 2019;571:505–509.

2. Loo L, Simon JM, Xing L, McCoy ES, Niehaus JK, Guo J, et al. Single-cell transcriptomic analysis of mouse neocortical development. Nat Commun. 2019;10:1--11.

3. Chen J, Lambo ME, Ge X, Dearborn JT, Liu Y, McCullough KB, et al. A MYT1L syndrome mouse model recapitulates patient phenotypes and reveals altered brain development due to disrupted neuronal maturation. Neuron. 2021;109:3775-3792.e14.

4. Gompers AL, Su-Feher L, Ellegood J, Copping NA, Riyadh MA, Stradleigh TW, et al. Germline Chd8 haploinsufficiency alters brain development in mouse. Nat Neurosci. 2017;20:1062--1073.

5. Kim JG, Armstrong RC, Agoston D v, Robinsky A, Wiese C, Nagle J, et al. Myelin transcription factor 1 (Myt1) of the oligodendrocyte lineage, along with a closely related CCHC zinc finger, is expressed in developing neurons in the mammalian central nervous system. J Neurosci Res. 1997;50:272–290.

6. Voineagu I, Wang X, Johnston P, Lowe JK, Tian Y, Horvath S, et al. Transcriptomic analysis of autistic brain reveals convergent molecular pathology. Nature. 2011;474:380--386.

7. Katayama Y, Nishiyama M, Shoji H, Ohkawa Y, Kawamura A, Sato T, et al. CHD8 haploinsufficiency results in autistic-like phenotypes in mice. Nature. 2016;537:675--679.

8. Lin H-C, He Z, Ebert S, Schörnig M, Santel M, Nikolova MT, et al. NGN2 induces diverse neuron types from human pluripotency. Stem Cell Rep. 2021;16:2118–2127.

9. Chen S, Lee B, Lee AYF, Modzelewski AJ, He L. Highly efficient mouse genome editing by CRISPR ribonucleoprotein electroporation of zygotes. J Biol Chem. 2016;291:14457--14467.

10. Windheuser IC, Becker J, Cremer K, Hundertmark H, Yates LM, Mangold E, et al. Nine newly identified individuals refine the phenotype associated with MYT1L mutations. Am J Med Genet A. 2020;182:1021--1031.

11. Mall M, Kareta MS, Chanda S, Ahlenius H, Perotti N, Zhou B, et al. Myt1l safeguards neuronal identity by actively repressing many non-neuronal fates. Nature. 2015;544:245–249.

12. Maximov A, Pang ZP, Tervo DGR, Sudhof TC. Monitoring synaptic transmission in primary neuronal cultures using local extracellular stimulation. J Neurosci Meth. 2007;161:75--87.

13. Dull T, Zufferey R, Kelly M, Mandel RJ, Nguyen M, Trono D, et al. A Third-Generation Lentivirus Vector with a Conditional Packaging System. J Virol. 1998;72:8463--8471.

14. Zhang Y, Pak CH, Han Y, Ahlenius H, Zhang Z, Chanda S, et al. Rapid single-step induction of functional neurons from human pluripotent stem cells. Neuron. 2013;78:785--798.

15. Schindelin J, Arganda-Carreras I, Frise E, Kaynig V, Longair M, Pietzsch T, et al. Fiji: an open-source platform for biological-image analysis. Nat Methods. 2012;9:676–682.

16. Arshadi C, Günther U, Eddison M, Harrington KIS, Ferreira TA. SNT: a unifying toolbox for quantification of neuronal anatomy. Nat Methods. 2021;18:374–377.

17. Coffey KR, Marx RG, Neumaier JF. DeepSqueak: a deep learning-based system for detection and analysis of ultrasonic vocalizations. Neuropsychopharmacol. 2019;44:859--868.

18. Levin JZ, Yassour M, Adiconis X, Nusbaum C, Thompson DA, Friedman N, et al. Comprehensive comparative analysis of strand-specific RNA sequencing methods. Nat Methods. 2010;7:709--715.

19. Dobin A, Davis CA, Schlesinger F, Drenkow J, Zaleski C, Jha S, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29:15--21.

20. Love MI, Huber W, Anders S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15:550.

21. Strimmer K. A unified approach to false discovery rate estimation. Bmc Bioinformatics. 2008;9:303.

22. Consortium TGte. The GTEx Consortium atlas of genetic regulatory effects across human tissues. Science. 2020;369:1318–1330.

23. Franzen O, Gan LM, Bjorkegren JLM. PanglaoDB: A web server for exploration of mouse and human single-cell RNA sequencing data. Database. 2019;2019.

24. Schaum N, Karkanias J, Neff NF, May AP, Quake SR, Wyss-Coray T, et al. Single-cell transcriptomics of 20 mouse organs creates a Tabula Muris. Nature. 2018;562:367--372.

25. Schiebinger G, Shu J, Tabaka M, Cleary B, Subramanian V, Solomon A, et al. Optimal-Transport Analysis of Single-Cell Gene Expression Identifies Developmental Trajectories in Reprogramming. Cell. 2019;176:928--943.e22.

26. Trapnell C, Williams BA, Pertea G, Mortazavi A, Kwan G, Baren MJV, et al. Transcript assembly and quantification by RNA-Seq reveals unannotated transcripts and isoform switching during cell differentiation. Nat Biotechnol. 2010;28:511--515.

27. Subramanian A, Tamayo P, Mootha VK, Mukherjee S, Ebert BL, Gillette MA, et al. Gene set enrichment analysis: A knowledge-based approach for interpreting genome-wide expression profiles. P Natl Acad Sci Usa. 2005;102:15545--15550.

28. Kramer A, Green J, Pollard J, Tugendreich S. Causal analysis approaches in Ingenuity Pathway Analysis. Bioinformatics. 2014;30:523--530.

29. Raudvere U, Kolberg L, Kuzmin I, Arak T, Adler P, Peterson H, et al. G:Profiler: A web server for functional enrichment analysis and conversions of gene lists (2019 update). Nucleic Acids Res. 2019;47:W191--W198.

30. Shen L. GeneOverlap: An R package to test and visualize gene overlaps. 2014.

31. Kuleshov MV, Jones MR, Rouillard AD, Fernandez NF, Duan Q, Wang Z, et al. Enrichr: a comprehensive gene set enrichment analysis web server 2016 update. Nucleic Acids Res. 2016;44:W90--W97.

32. Chen EY, Tan CM, Kou Y, Duan Q, Wang Z, Meirelles GV, et al. Enrichr: Interactive and collaborative HTML5 gene list enrichment analysis tool. Bmc Bioinformatics. 2013;14:128.

33. Mimitou EP, Cheng A, Montalbano A, Hao S, Stoeckius M, Legut M, et al. Multiplexed detection of proteins, transcriptomes, clonotypes and CRISPR perturbations in single cells. Nat Methods. 2019;16:409--412.

34. Gehring J, Park JH, Chen S, Thomson M, Pachter L. Highly multiplexed single-cell RNA-seq by DNA oligonucleotide tagging of cellular proteins. Nat Biotechnol. 2020;38:35--38.

35. Zheng GXY, Terry JM, Belgrader P, Ryvkin P, Bent ZW, Wilson R, et al. Massively parallel digital transcriptional profiling of single cells. Nat Commun. 2017;8:1--12.

36. Hao Y, Hao S, Andersen-Nissen E, Mauck WM, Zheng S, Butler A, et al. Integrated analysis of multimodal single-cell data. Biorxiv. 2020:2020.10.12.335331.

37. Wolf FA, Angerer P, Theis FJ. SCANPY: Large-scale single-cell gene expression data analysis. Genome Biol. 2018;19:15.

38. Lotfollahi M, Naghipourfar M, Luecken MD, Khajavi M, Buttner M, Avsec Z, et al. Query to reference single-cell integration with transfer learning. Biorxiv. 2020:2020.07.16.205997.

39. Xu C, Lopez R, Mehlman E, Regier J, Jordan MI, Yosef N. Probabilistic harmonization and annotation of single‐cell transcriptomics data with deep generative models. Mol Syst Biol. 2021;17:e9620.

40. Burkhardt DB, Stanley JS, Tong A, Perdigoto AL, Gigante SA, Herold KC, et al. Quantifying the effect of experimental perturbations at single-cell resolution. Nat Biotechnol. 2021:1--11.

41. Miller SA, Policastro RA, Sriramkumar S, Lai T, Huntington TD, Ladaika CA, et al. LSD1 and Aberrant DNA Methylation Mediate Persistence of Enteroendocrine Progenitors That Support BRAF-Mutant Colorectal Cancer. Cancer Res. 2021;81:3791–3805.

42. Finak G, McDavid A, Yajima M, Deng J, Gersuk V, Shalek AK, et al. MAST: A flexible statistical framework for assessing transcriptional changes and characterizing heterogeneity in single-cell RNA sequencing data. Genome Biol. 2015;16:278.

How the deposited data were processed for this re-analysis (not part of the article)

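RNA of primary mouse cultures at day in vitro 11 was analysed from 6 animals, 3 *Myt1l* (+/−) and 3 (+/+), each with 2 libraries (12 libraries). Genotype, animal and library number were taken from the sample labels, and n = 3 per genotype is the paper's number too. The labels and the paper differ on the tissue (cortex against hippocampus) and on the strain (C57BL/6J against C57BL/6N). Neither source says what distinguishes both libraries of an animal.

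The authors deposited raw counts per gene and library, which they made from 100 bp paired-end reads mapped to mm10 with STAR, as their methods and processing notes state. They also deposited counts per animal divided by a size factor of DESeq2, and a table of log2 fold changes, which its header names as shrunken, with p-values and adjusted p-values. Those p-values came from DESeq2 1.28.1 by the paper's methods, with genetic sex as a covariate. The methods also name fdrtool 1.2.15 for recalibrating p-values. The raw counts were used for every test, and the deposited normalised counts only to check them. Gene positions are those of the deposited count table, on mm10.

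The counts of both libraries of an animal were summed, and 3 animals were compared with 3 in R 4.3.3 with edgeR 4.0.16: low-count filter by genotype (18264 of 55397 genes left), TMM normalisation, quasi-likelihood test, Benjamini-Hochberg adjustment and an adjusted p under 0.1. CPM values were divided by the TMM-scaled library size. No covariate was used, because the labels give all animals as male. Gene lists were tested against all other genes with camera of limma 3.58.1 at a preset correlation of 0.01, with Benjamini-Hochberg adjustment over 26 lists written by hand and, separately, over the 36 mouse signatures of Table S12, at an adjusted p under 0.05. The hand-written lists were fixed before the counts were examined, but with the first 1997 of 55395 rows of Table S8, the paper's own results for these cultures, already seen. Of these rows 1977 have an adjusted p under 0.1 in that table. Shrunken fold changes for comparison with that table were computed with apeglm after DESeq2 1.42.0. Single genes were compared by exact two-sided permutation tests, which cannot go below p = 0.1 with 3 animals against 3.

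Totals per library were 20181477 to 26594444 counts, and per animal 40642699 to 52833161 counts. Mitochondrial genes took 3.40% to 4.25% of the counts of an animal. Over genes, the counts of both libraries of an animal differed by a chi-square of 1.26 to 1.32 per degree of freedom, where 1 is sampling noise, and pairs of animals differed by 12.6 to 187. Library numbers did not pair the animals.

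The genes named in the text were set by a rule before the counts were examined: the 10 largest changes in each direction among genes past the threshold, which gave none; *Myt1l*, *Tfap2b*, *Hes1*, *Tubb3* and the 15 genes of Fig. 6A; up to 4 members with the smallest p in each list described; and all sodium channel and MYT1 family genes. Exceptions are marked where they occur. Some genes that the rule names are not reported here.

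The fit described here was fixed before the counts were examined and gives the reported values. Tried against it were DESeq2's size factors, DESeq2 on 6 animals and on 12 libraries, edgeR and limma voom on 12 libraries, either library alone, other low-count filters and thresholds, genetic sex as a covariate, and each animal left out in turn. For the lists, an estimated correlation and the rotation test fry were tried too. DESeq2 with genetic sex, a newer quasi-likelihood method of edgeR, limma voom on 6 animals and genetic sex in the list tests were added after the data were seen, as were the positions of single animals between the genotypes and the splits with 12 libraries. On counts simulated from these animals' means and library sizes for 18264 genes, with 200 genes changed, edgeR recovered 22.4% of those changed 1.5-fold, 76.1% of those changed 2-fold and 97.0% of those changed 4-fold, with 17 false calls. DESeq2 recovered 37.3%, 82.1% and 97.0% of the same genes, with 57 false calls. A simulated moved list was found by camera, and 0 of the other 25 lists were called. Counts simulated from means and library sizes cannot show how often camera calls lists whose genes move together. The simulated shares of recovered genes need not hold for the real animals either. There edgeR called 0 genes, and *Cldn2*, at a log2 fold change of 2.03, had an adjusted p of 0.17 from edgeR. In the real data the estimated correlation of the called lists ran from 0.29 (cell stress genes) to 0.93 (synaptic vesicle genes).

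The qRT-PCR, protein, electrophysiology, behaviour and human data of the paper were not analysed here.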

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

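All tests of explanations in this part were chosen after the results were seen, and their bounds were reworded after a first outcome. 4 gene lists that the paper's main text does not discuss were higher in *Myt1l* (+/−) cultures, with all 3 (+/−) animals above all 3 (+/+) animals. They were choroid plexus epithelial markers (median log2 fold change 1.01), microglia markers (0.98), interferon response genes (0.92) and ependymal and motile cilia genes (0.86). These are camera calls at a preset correlation, and none of the 4 held with an estimated correlation (adjusted p = 0.50 for each). The lists were also written with genes that Table S8 calls in these cultures in view. Of their listed genes, 2 of the cilia list stand in Fig. 6A, and none stands in another hand-written list. In (+/+) cultures 19, 14, 20 and 27 of their measured genes, in the same order, already had a mean of at least 1 CPM. Of these 4 lists, (+/+) replicate 513 was the lowest of the 6 animals in the choroid plexus list and the highest (+/+) animal in the cilia and interferon lists. The paper's own signatures include a microglial one, which was higher here too (median 0.20, camera adjusted p = 0.0030, but 0.52 with an estimated correlation).

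Among the explanations for higher non-neuronal and lower neuronal lists, a lower share of neurons alone would raise the markers of all other cell types alike. Each list was measured from its own (+/+) mean, which sets the mean of the (+/+) animals to 0. So measured, the shift of the cilia list was larger than that of the astrocyte list by 0.567, 0.330 and 0.740 on the log2 scale in (+/−) replicates 505, 506 and 508 and by 0.009, −0.041 and 0.033 in (+/+) replicates 510, 511 and 513, a difference of 0.546 between the means (SD 0.206 in (+/−), 0.0377 in (+/+)), which argues against it as the whole cause. Without replicate 505, 12 of the 16 lists were called in the same direction, but other splits of the animals call about as many lists, so this number leaves the role of that animal open. More choroid plexus and ciliated cells in the (+/−) cultures, carried over at dissection or grown in culture, may contribute: 98.0% of the members of both lists (48 of 49) were positive, but choroid plexus members spread widely (quartiles 0.59 and 1.85), and bulk counts cannot tell more cells from more transcript per cell. A direct effect of *Myt1l* loss on these genes, the biological alternative in the design, stays open and untested. The paper describes MYT1L as specific to neurons, so such an effect would have to lie in neurons. Bulk counts do not show which cells the transcripts came from. Other splits of the 6 animals into 3 against 3 called up to 19 lists against 16 in the real split; 10 splits are too few for a share under 0.05.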

How the results depend on the processing

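The alternatives with genetic sex in DESeq2 or in the list tests, edgeR's newer method and voom on 6 animals were chosen after the data were seen, as were the edgeR fits of *Tfap2b* that combine another setting with no filter. Genetic sex sets only (+/+) replicate 511 apart, so it acts much as leaving that animal out does. For the counts of genes, edgeR stayed at 0 higher and 0 lower with size factors, either library alone, at least 10 counts in every animal, genetic sex and its newer method, and so did voom on 6 animals. The stricter thresholds can only give 0 on this fit. Calls (higher and lower) appeared with DESeq2 (1324 and 772), DESeq2 on 12 libraries (4320 and 4235), voom with the animal as a random block (1868 and 1729), no low-count filter (1021 and 454), DESeq2 with genetic sex (239 and 37) and DESeq2 on 12 libraries with genetic sex (2801 and 2320). Leaving out 1 animal gave 0 to 2294 higher and 0 to 1109 lower, above 0 only without (+/+) replicate 513. In settings that made calls, 97.6% to 100% of the calls shared the sign of the reported fit. The fits on 12 libraries count each animal as 2 samples, except voom with the animal as a random block. That fit takes the libraries of an animal as correlated (0.807). The library numbers did not pair the animals (15 correlations of deviations, −0.033 to 0.008, over 11945 genes), and with the library number as a block edgeR called 4006 genes higher and 3571 lower. The cause of these shifts was not tested, apart from the number of samples.

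Of the Fig. 6A genes 5 were called higher with DESeq2, 10 with DESeq2 on 12 libraries, 10 with the library block, 6 with voom and the animal as a random block, 4 with no low-count filter, 1 with DESeq2 and genetic sex, 9 with DESeq2 on 12 libraries and genetic sex, and 0 to 5 with 1 animal left out. *Tfap2b*, fitted without the filter, was at 2.35 with the library block (adjusted p = 0.096) and at −1.03 to 3.12 with 1 animal left out; DESeq2 on 6 animals gave no adjusted p for it. With an estimated correlation and with fry, 0 hand-written lists and 0 signatures of Table S12 were higher and 0 were lower, against 9 and 7 lists and 15 and 9 signatures. With 1 animal left out 6 to 12 lists were higher and 6 to 9 lower, and 7 to 16 signatures were higher and 7 to 9 lower; without (+/−) replicate 505 the signatures that were higher numbered 7. The block changed no count of lists.

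Of 1100 values of 55 single genes under the alternatives, 786 kept sign and side of the threshold, 288 passed it and 26 changed sign, in 5 genes. The cause was not tested. *Pde5a* was at −0.095 with library 1 only, −0.011 with genetic sex, −0.021 with DESeq2 and genetic sex, −0.017 with the same on 12 libraries, and −0.034 to 0.12 with 1 animal left out. *Wnt11* was at −0.076 with library 1 only and −0.089 to 0.34 with 1 animal left out, *Ptger4* at −0.0078 to 0.80 and *Myt1l* at −0.098 to 0.31. *Scn9a* was at −0.0069 with size factors, −0.013 with DESeq2, −0.0096 with DESeq2 on 12 libraries, −0.093 with library 1 only, −0.0068 with no low-count filter, −0.091 with genetic sex, −0.10 with DESeq2 and genetic sex, −0.098 with the same on 12 libraries, −0.00060 with edgeR's newer method, −0.013 with voom on 6 animals, and −0.16 to 0.15 with 1 animal left out. Genes as low as *Tfap2b*, with 0 to 7 counts in 5 of 6 animals, cannot be compared at this depth.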

Differences from the paper's values

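The paper names *TFAP2B* as the target raised most, from human and mouse neurons together. The human data were not analysed here, so the values below concern the mouse cultures only. *Tfap2b* had the largest log2 fold change of the Fig. 6A genes (2.39 without the low-count filter), but it rested on (+/−) replicate 505, and its adjusted p was 0.26 from edgeR without that filter and 1 in the authors' deposited table. In fits that combine no filter with another setting, chosen after the values were seen, it passed 0.1 only with the library block (0.096), without (+/−) replicate 506 (0.070) and without 508 (0.028).

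Fig. 6A shows its 15 mouse genes as raised. All 14 genes that passed the filter had positive log2 fold changes, and 0 passed an adjusted p under 0.1 with edgeR. In the part held of the paper's Table S8, 6 of these genes pass: *Foxj1* (4.0e-07), *Dnah11* (6.2e-05), *Wnt5a* (0.0060), *Fzd2* (0.0083), *Adamts6* (0.018) and *Mecom* (0.074). The authors' deposited table passes 1, *Dnah11* (0.098). *Dnah11*, *Foxj1*, *Wnt5a*, *Adamts6* and *Mecom* passed with DESeq2, all of them but *Mecom* without the low-count filter, and of the genes reported here these 5 with *Fam20a*, *Frem2*, *Fzd2* and *Lrp2* passed with DESeq2 on 12 libraries and with the library block. The animal as a random block in voom passed *Dnah11*, *Fam20a*, *Foxj1*, *Fzd2*, *Lrp2* and *Wnt5a*, and the fit without (+/+) replicate 513 passed *Diaph3*, *Dnah11*, *Fam20a*, *Foxj1* and *Mecom*. Of the fits chosen after the values were seen, DESeq2 with genetic sex passed *Dnah11*, and on 12 libraries it passed the same 9.

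At the same adjusted p under 0.1, edgeR called 0 genes, where the authors' deposited table calls 287 higher and 47 lower (276 in all before its weighting step) and 1977 of the 1997 genes held of the paper's Table S8 pass. DESeq2 on 6 animals called 2096 genes and left out 15 of the 334 deposited calls and 331 of those of Table S8. DESeq2 with genetic sex, chosen after the values were seen, called 276 genes. It left out 82 of the deposited calls and 1701 of those of Table S8. Its p-values lay within 6.4e-06 of the deposited ones over 32322 genes. DESeq2 on 12 libraries called 8555 genes and left out 3 of the deposited calls and 16 of those of Table S8; with genetic sex, chosen after the values were seen, it called 5121 and left out 0 and 5. Genes were also called with the library block (4006 higher and 3571 lower), with the animal as a random block in voom (1868 and 1729), with no low-count filter (1021 and 454) and without (+/+) replicate 513 (2294 and 1109). The mean counts of Table S8 were 0.50 times those of the deposited table and 1.00 times the means over the 12 libraries.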

Other observations

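Immediate early genes, which neuronal activity induces, did not differ as a group between genotypes: 8 of 18 measured genes had a positive and 10 a negative log2 fold change (median −0.02, camera adjusted p = 0.92), and 3 were higher when adjusted over the list alone. Heart muscle genes as a group were not higher (10 of 23 listed genes measured, median log2 fold change −0.12, camera adjusted p = 0.31), and neither were skeletal muscle genes (9 of 15 measured, camera adjusted p = 0.36). The Notch list, which holds *Hes1*, went both ways (14 of 23 genes positive, median 0.07, camera adjusted p = 0.81; 7 higher and 4 lower when adjusted over the list alone), as did the Wnt list (31 of 45 positive, median 0.18, camera adjusted p = 0.12; 7 higher and 4 lower). Endothelial (median 0.41), pericyte and smooth muscle (0.31) and oligodendrocyte lineage markers (0.37) had camera adjusted p values of 0.10, 0.12 and 0.12, and interneuron markers (−0.39) of 0.10. At the preset correlation some of these lists were called with other animals or settings. With an estimated correlation the adjusted p was 0.50 for the Wnt list. It was 0.55 for the endothelial, pericyte and smooth muscle, and interneuron lists. Endothelial markers were higher without (+/−) replicate 506 (camera adjusted p = 0.033), without 508 (0.028), without (+/+) replicate 511 (0.032) and with genetic sex (0.030), a setting chosen after the data were seen. Genetic sex and leaving out replicate 511 both take that animal out of the comparison. Without (+/−) replicate 508 the pericyte and smooth muscle (0.0070) and Wnt lists (0.028) were higher and interneuron markers lower (0.0077).

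Of the 36 mouse signatures in Table S12, 15 were higher and 9 lower in *Myt1l* (+/−) cultures by camera, and 0 with an estimated correlation (smallest adjusted p = 0.52 with an estimated correlation). The paper's neuronal signature was lower (423 of 491 genes negative, median log2 fold change −0.29, camera adjusted p = 7.7e-15), and its radial glia (median 0.24, camera adjusted p = 1.7e-10), oligodendrocyte precursor (0.32, 1.7e-09) and fibroblast signatures (0.22, 1.5e-05) were higher, as were its early fetal genes (0.22, 4.4e-05). Not all non-neuronal signatures went up: those of oligodendrocytes (253 of 410 genes negative, median −0.13, camera adjusted p = 0.010) and pancreatic B cells (237 of 361 negative, median −0.14, camera adjusted p = 0.0025) were lower. Its genes lower in autism were lower (−0.19, 4.3e-07). The cardiac muscle (−0.02, camera adjusted p = 0.76) and myocyte signatures (0.03, 0.98) were not called. Measured from the (+/+) mean on the log2 scale, the neuronal signature lay at −0.53, −0.16 and −0.11 in (+/−) replicates 505, 506 and 508. In the same order radial glia lay at 0.33, 0.19 and 0.15, and oligodendrocyte precursors at 0.60, 0.23 and 0.15. Fibroblasts lay at 0.44, 0.14 and 0.02, early fetal genes at 0.40, 0.13 and 0.10. The genes lower in autism lay at −0.37, −0.10 and −0.04, so replicate 505 carried much of the size. Without (+/−) replicate 505 the signatures that were higher numbered 7 instead of 15. Those that were lower numbered 7 instead of 9, and the oligodendrocyte signature was no longer called (camera adjusted p = 0.052).

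Of the tests over splits of the animals, only the count of genes with edgeR was set before the results were seen. The 10 splits of the 6 animals into 3 against 3 are too few for a share under 0.05. The real split called 0 genes with edgeR against at most 1 in the other splits, and 4080 against 2246 at an unadjusted p under 0.05. It called 2096 against 38 genes with DESeq2, 16 against 19 hand-written lists and 24 against 25 signatures of Table S12. Counting the real split, as many lists and signatures were called in 5 and 4 of the 10 splits. For genes with edgeR it was 10 of 10, which the 0 of the real split fixes in advance and which tells nothing. With 12 libraries the real split called 7577 genes and the highest other 4943. That split set (+/−) replicates 505 and 508 with (+/+) replicate 513 against the rest, in a fit that counts each animal as 2 samples.

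Tests in this paragraph and the next were chosen after the results were seen, and their bounds were reworded after a first outcome. On the 1000 genes that best separated the genotypes without it, (+/+) replicate 513 lay at 0.669. The scale runs from the (+/+) mean at 0 to the (+/−) mean at 1. Replicate 513 thus lay nearer the (+/−) mean, where a wrong genotype label would put it. The 0.615 of (+/−) replicate 506 cannot be ranked against this value, because it rests on its own choice of genes and on means that include 513. The counts hold no reads over the deletion, so the genotype cannot be read from them. On the choroid plexus and microglia lists replicate 513 lay on the (+/+) side (−0.399 and −0.101). On the interferon and cilia lists replicate 513 lay at 0.275 and 0.505. On the pan-neuronal list it lay at 0.265 and on the synaptic vesicle list at 0.425, below both other (+/+) animals and as low as a (+/−) animal only on the latter, so a lower share of neurons in this culture stays open. Over genes, the counts of replicate 513 differed from those of (+/−) replicates 506 and 508 by a chi-square of 12.6 and 14.0 per degree of freedom. They differed by 37.8 and 47.5 from (+/+) replicates 510 and 511, and by 84.5 from (+/−) replicate 505. A wrong label may account for the position, and an ordinary difference between cultures was not tested.

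That fits on 12 libraries called more genes than fits on 6 animals may come from libraries of an animal that repeat each other. Their counts differed by a chi-square of at most 1.32 per degree of freedom, against 12.6 for the closest pair of animals, (+/−) replicate 506 and (+/+) replicate 513. The bound, 0.1 of the latter, was just missed, so by that bound the test left this open. The libraries of an animal are still not independent samples of a genotype. Voom took them as correlated (0.807). With 12 libraries a split that mixed the genotypes called 4943 genes, against 7577 in the real split. Fits that count each animal as 2 samples therefore overstate the evidence for single genes.

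*Xist* counts of 18805 in (+/+) replicate 511 against 5 to 10 in the other animals stand against the male sex that the labels give.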
